# Exploiting the full power of temporal gene expression profiling through a new statistical test: Application to the analysis of muscular dystrophy data

**DOI:** 10.1186/1471-2105-7-183

**Published:** 2006-04-03

**Authors:** Veronica Vinciotti, Xiaohui Liu, Rolf Turk, Emile J de Meijer, Peter AC 't Hoen

## Abstract

**Background:**

The identification of biologically interesting genes in a temporal expression profiling dataset is challenging and complicated by high levels of experimental noise. Most statistical methods used in the literature do not fully exploit the temporal ordering in the dataset and are not suited to the case where temporal profiles are measured for a number of different biological conditions. We present a statistical test that makes explicit use of the temporal order in the data by fitting polynomial functions to the temporal profile of each gene and for each biological condition. A Hotelling *T*^2^-statistic is derived to detect the genes for which the parameters of these polynomials are significantly different from each other.

**Results:**

We validate the temporal Hotelling *T*^2^-test on muscular gene expression data from four mouse strains which were profiled at different ages: dystrophin-, beta-sarcoglycan and gamma-sarcoglycan deficient mice, and wild-type mice. The first three are animal models for different muscular dystrophies. Extensive biological validation shows that the method is capable of finding genes with temporal profiles significantly different across the four strains, as well as identifying potential biomarkers for each form of the disease. The added value of the temporal test compared to an identical test which does not make use of temporal ordering is demonstrated via a simulation study, and through confirmation of the expression profiles from selected genes by quantitative PCR experiments. The proposed method maximises the detection of the biologically interesting genes, whilst minimising false detections.

**Conclusion:**

The temporal Hotelling *T*^2^-test is capable of finding relatively small and robust sets of genes that display different temporal profiles between the conditions of interest. The test is simple, it can be used on gene expression data generated from any experimental design and for any number of conditions, and it allows fast interpretation of the temporal behaviour of genes. The R code is available from V.V. The microarray data have been submitted to GEO under series GSE1574 and GSE3523.

## Background

### Introduction

In a typical time course microarray study, a number of microarray experiments are carried out at biologically interesting time points and across different biological conditions. It is a frequent and challenging goal to try to identify which of these genes exhibit an interesting temporal behaviour, for example whether and when a gene becomes up- or down-regulated and, more importantly, whether its behaviour is significantly different across the biological conditions of interest.

Various methods have been proposed in the literature to detect differentially expressed genes from time course microarray experiments. Most of these methods aim at detecting genes whose temporal profile is significantly different from a control condition in which there is no change in expression. Clustering techniques have been long used to analyse time course microarray data with the aim of finding clusters of genes with co-regulated and biologically interesting temporal patterns [1]. Amongst the well known shortcomings of this technique, many clustering methods, like the commonly used hierarchical clustering and k-means, do not make actual use of the temporal order in the data. To address this problem, [2] propose a model-based clustering method for time course data, where each cluster is generated by a vector autoregressive time series model. Other model-based techniques to detect differentially expressed genes from time course microarray data include the use of linear spline functions for single gene profiles by [3] and more specific periodic functions to detect periodically expressed genes by [4] and [5].

Only few studies have looked at the problem of detecting genes with significantly different temporal profiles across a number of biological conditions. [6] use a standard ANOVA analysis. [7] adapt the ANOVA model to account for time ordering by adding three time factors corresponding to the time before, during and after some induction process. Recently, [8] have suggested a method which uses B-splines to model single gene profiles and an appropriate F-test to detect the genes with the fitted profiles significantly different across a number of biological conditions. They validate the method on a biological application to identify genes with different temporal behaviour between treated and untreated cells.

In this paper, we propose a statistical test to detect genes with temporal behaviour significantly different across a number of experimental groups. We account for the temporal order in the data by fitting polynomial models to single gene profiles for each of the groups. We derive a Hotelling *T*^2^-statistic to detect the genes whose fitted profiles are significantly different from each other. We apply the method to the problem of finding genes differentially expressed in four different mouse strains which were profiled at different ages. The biological question and the statistical test are outlined below. The results are presented and extensively discussed in the Results and Discussion section and conclusions are drawn in the Conclusions section The methodology and the data are described in detail in the Methods section.

### Biological question

Muscular dystrophies are a heterogeneous group of inherited neuromuscular disorders characterized by progressive muscle wasting and weakness. A distinct subgroup of muscular dystrophies is caused by mutations in the Dystrophin-associated Glycoprotein Complex (DGC). The DGC is a scaffold protein complex connecting the actin cytoskeleton with the extracellular matrix, thereby contributing to the contractivity of the muscle and the stability of the sarcolemma during contraction. Although genetic mutations in one of the DGC components result in destabilization of the entire complex, the clinical presentation of the diseases associated with these mutations is variable. Dystrophin-deficiency leads to the lethal and highly progressive Duchenne Muscular Dystrophy (DMD), whereas mutations in one of the sarcoglycans result in recessive forms of Limb-Girdle Muscular Dystrophies (LGMD) that usually display a milder phenotype.

A possible explanation for the variable disease phenotypes could be that the proteins involved have other functionalities than just structural roles. It has been suggested that DGC components are also involved in signal transduction routes [9,10] that may be differentially affected by the various deficiencies. To identify such differentially affected processes, we have globally analyzed gene expression profiles in wild-type control mice (abbreviation WT), and mouse models for DMD (dystrophin-deficient mdx mouse [11]; abbreviation MDX), LGMD-2C (gamma-sarcoglycan-deficient mice [12]; abbreviation GSG) and LGMD-2E (beta-sarcoglycan-deficient mice [13]; abbreviation BSG).

This study follows up on a comparison of temporal expression profiles of MDX and WT mice [14] where expression profiles were compared per individual time point and not over the whole time course. Given the fact that there were many genes with expression levels gradually decreasing and increasing in time and a distinct subset of genes for which the expression peaked at the age of 8 weeks, in this paper we propose a statistical test that is more powerful to detect these patterns of expression. In addition, two different mouse models were added, allowing us to compare the disease progression in the different forms of muscular dystrophy. For this reason, the statistical test was developed so as to allow for the comparison of multiple biological conditions.

In order to capture the temporal expression patterns efficiently, a closed temporal loop design was used as a hybridisation design [15]. In these loops, consecutive timepoints were co-hybridised, the last time point being co-hybridised with the first. For each set of 9 individuals from different ages, a separate loop was used, resulting in two loops per strain, and a total of 8 loops and 72 arrays for all four strains.

### Temporal hotelling *T*^2^-test

Given gene expression data on a biological system at a number of time points and under different biological conditions, we wish to detect genes with a temporal profile significantly different between the biological conditions.

Normalised microarray data are summarised as log-ratios of the gene expressions between the two channels on the same array. Depending on the experimental design used to generate the data, these ratios can be either of one condition with respect to a reference sample, if a reference design is used, or of one condition with respect to another, if a loop design is used. In the first step of the modelling process, a simple linear model is considered that converts these observed log-ratios into the parameters of interest that define the gene temporal profile, the true (mean) gene expression with respect to the initial time point.

To account for the temporal order in the data, we model the gene temporal profiles using a polynomial function. As we are interested in detecting genes that peak at a certain time point or genes that are gradually increasing or decreasing over time, we choose to model the temporal profiles using a simple quadratic polynomial. Another reason for using simple temporal models is that they facilitate the biological interpretation of the selected genes, especially when the number of biological conditions is high. Note that, on applications where one is interested in detecting also other temporal behaviour such as periodic temporal profiles, the same methodology described in this paper can also be performed using a polynomial of higher degree.

The linear model on the log-ratios and the polynomial model on the temporal profiles are combined into one single model, from which the maximum likelihood estimates of the parameters, i.e. the coefficients of the polynomials for each biological condition, are obtained. Combining the two models into one, as compared to performing the two-steps sequentially, is an efficient way of obtaining estimates of the parameters of interest, whilst fully accounting for the variation in the data.

Finally, we implement a Hotelling *T*^2^-test to detect the genes for which the coefficients of the polynomial models under the different biological conditions are significantly different, i.e. the genes with a different temporal behaviour across the conditions. For the general case where more than two biological conditions are present, the test can be either done in a pairwise fashion, that is by performing a two-condition test for any pair of conditions, or simultaneously. We show in the results how both options can be successfully utilised to gain insight into genes with significantly different temporal profiles across the conditions. The simultaneous test has the advantage of returning one single list of differentially expressed genes, whereas the pairwise test highlights which pairwise comparison is particularly significant, aiding the discovery of potential biomarkers.

## Results and discussion

### Simulation study

The underlying assumption behind the statistical test proposed in this paper is that by including the knowledge of the temporal ordering in the data the test will aid the detection of genes with interesting and different temporal profiles across the biological conditions.

To test this assumption, we have performed a simulation study where we compare the temporal Hotelling *T*^2^-test with an identical test which does not take into account temporal ordering. Within our framework, this corresponds to performing a Hotelling *T*^2^-test on the estimated gene expression profiles, without fitting a quadratic polynomial to these. This test is very similar to an ANOVA-type of procedure, where the time variable is simply considered as one of the factors, but no knowledge of time ordering is considered.

We have simulated gene expressions for 2 conditions over 8 arrays and 4000 genes. We have generated the data so that 3000 of these genes are not differentially expressed between the two conditions, with their expression drawn from a N
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBamrtHrhAL1wy0L2yHvtyaeHbnfgDOvwBHrxAJfwnaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaWaaeGaeaaakeaaimaacqWFneVtaaa@383B@(0, *σ*^2^) distribution. The remaining genes are assumed to have different temporal profiles between the two conditions, with the temporal profiles linearly increasing in one condition and decreasing in the other. For all genes, the noise *σ *was varied uniformly between 0.03 and 1.2, whereas the slope of the linear profile for the differentially expressed genes was varied uniformily between 0.005 and 0.2 in absolute value. 

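In the BSG and GSG arrays, the residual standard deviation per oligonucleotide around the fitted ages had a median of 0.294 in BSG, with 95% of the oligonucleotides between 0.129 and 0.718. In GSG the median was 0.305, with 95% between 0.138 and 0.786. These are log ratios, fitted without a polynomial to 8129 oligonucleotides on 18 arrays per strain. The absolute linear slope over the 8 later ages had a median of 0.0252 per time point in BSG and 0.0259 in GSG. The central 95% of the slopes lay between 0.00121 and 0.118 in BSG, and between 0.00116 and 0.129 in GSG. Among single genes, *Dlk1*, an imprinted gene of the Notch ligand family, had slopes of -0.145 and -0.339 per time point in BSG and GSG.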

The range for the noise and slope were chosen to reflect the ones found in our real dataset.

Figure 1 shows that the temporal test outperforms the non-temporal one, by maximising the percentage of true positives whilst minimizing the percentage of false positives. As expected, by incorporating the knowledge of time using a polynomial and assuming that this model manages to capture the temporal profile, degrees of freedom of the test are saved and the test is more powerful at detecting genes differentially expressed over time. This is pointed out also by [8]. The right panel of Figure 1 shows the performance of the two methods when differentiating the more noisy from the less noisy data. The plot shows how the two tests perform both extremely well when the noise in the data is very low (*σ *< 0.3), but the temporal test shows a clear advantage over the non-temporal test on more noisy data (*σ *> 0.8). That is, the use of a simple polynomial to capture the gene temporal behaviour makes the test more powerful to detect genes with an expression pattern that can be captured by the chosen polynomial.

### Analysis of muscular dystrophy dataset

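The arrays analysed here come from quadriceps muscle of BSG and GSG mice, the sarcoglycan-deficient strains of the study. WT and MDX arrays and the qPCR assays are not analysed here, so each comparison is between BSG and GSG or between ages within one of these strains. Mice were 1, 2.5, 4, 6, 8, 10, 12, 14 or 20 weeks old, with 2 mice per age and strain and 36 mice in all. The 36 arrays form 4 closed loops of 9 arrays, 2 per strain, each of 9 mice of different ages. Each array sets an age against the preceding one, and the closing array sets 1 week against 20 weeks, so that expression is known only relative to 1 week within a strain. The level of a gene can therefore not be compared between strains, and the loss of a targeted gene cannot be seen: *Sgcb*, the gene that BSG mice lack, had log ratios of 20 weeks against 1 week of -0.70 ± 0.24 (standard error) in BSG and -0.75 ± 0.24 in GSG.

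The values are log ratios of the channels, from which the authors had removed spatial, dye and across-array effects. The paper's text does not give their base or direction. They are taken as log2 of Cy5 over Cy3, that is, of the later over the earlier age. This direction is likely, because 13 of 16 genes of newborn muscle, listed before the data were examined, had lower values at 20 weeks in BSG (median -0.35) and 11 of 16 in GSG (median -0.69). The paper also reports a strong decrease of *Dlk1* after 1 week, on its arrays and by qPCR, and *Dlk1* fell here in both strains. Of 24 log ratios read from the paper's Figures 3 and 4, 24 have the same sign here, and turned ratios would oppose all of them. The 16416 spots hold 8208 pairs of duplicates. Duplicates were averaged, as were the 80 pairs of *Gapdh* control spots, which left 8129 oligonucleotides, 6752 of them with 1 gene symbol. Duplicate spots of the same array, compared across oligonucleotides, had a median correlation of 0.546 over the 36 arrays. By loop it was 0.273 and 0.587 in BSG, and 0.350 and 0.657 in GSG. On 10 arrays it was below 0.3, 5 of them in BSG loop 1, 4 in GSG loop 1 and 1 in GSG loop 2.

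The Hotelling tests follow the paper's equations for a pair of conditions. The temporal test has 3 and 30 degrees of freedom, the non-temporal test 8 and 20, because the 8 later ages are compared and 1 week is the reference, where the paper's formula counts all 9 time points, and the test with a polynomial of degree 4 has 5 and 26. Ages within a strain were compared with limma (version 3.58.1). Every p adjusted for multiple testing is a Benjamini-Hochberg value over 8129 oligonucleotides, unless it is said to be over a list. The adjusted p of camera, a test of gene lists, are instead over the 31 lists. Calls were made at 0.05. Error terms are standard errors over the arrays. The number of mice, 2 per age, limits their precision. Where a loop is left out, its strain keeps 1 mouse per age, so calls there can be lost through lower precision alone.

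**Figure D1:**
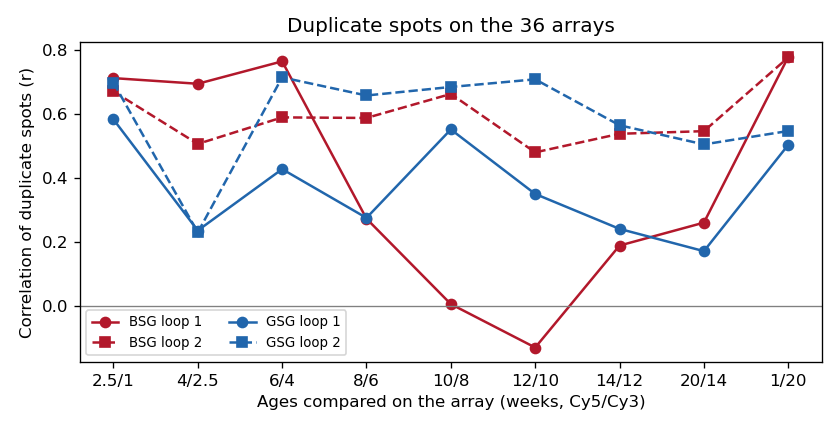
Correlation across oligonucleotides of the duplicate spots of each array (y axis), by the ages compared on the array (x axis, weeks, Cy5/Cy3), with one line per loop. The values of BSG loop 1 run from -0.129 to 0.777, and those of BSG loop 2 from 0.479 to 0.775.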

We have applied the temporal Hotelling *T*^2^-test with second order polynomials on microarray data from wild-type mice and three mouse strains with different forms of muscular dystrophy, to identify genes with differences in temporal expression profiles between the four strains. We compare the results from this test with an identical test that does not take the temporal ordering into account, as described in the previous section.

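Between 1 and 20 weeks, 104 of 8129 oligonucleotides changed in BSG muscle, 35 to higher and 69 to lower values, and 304 changed in GSG muscle, 58 to higher and 246 to lower values (limma, adjusted p under 0.05). In both strains 8 rose and 41 fell, and 0 changed in opposite directions. Independent lists would share 0.250 and 2.09. The strains share 1 estimate of the spread per oligonucleotide, so their lists are not independent and these values are no measure of chance. Among the genes that rose in both, *Retnla*, a product of alternatively activated macrophages, had log ratios of 1.65 ± 0.42 (standard error, 2 mice per age; limma adjusted p = 0.0452) in BSG and 2.16 ± 0.42 (adjusted p = 0.00290) in GSG. *Smpdl3a*, a phosphodiesterase, had 1.27 ± 0.26 and 1.23 ± 0.26. *Ppl*, which encodes periplakin, had 1.11 ± 0.15 and 0.74 ± 0.15. Among the genes that fell in both, *Kcne1l*, which encodes a potassium channel subunit, had -2.34 ± 0.35 and -2.94 ± 0.35. *Fbp2*, the fructose bisphosphatase of muscle, had -1.28 ± 0.25 and -1.52 ± 0.25.

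The difference between BSG and GSG in the change from 1 to 20 weeks passed the limma test for 0 oligonucleotides, with 586 at an unadjusted p under 0.05. The temporal Hotelling test between BSG and GSG selected 0 oligonucleotides. Of 8129, 358 (4.40%) had an unadjusted p under 0.05, and the smallest adjusted p was 0.121. Limma's moderated F test of the same coefficients also selected 0. Where a loop is left out, the Hotelling tests pool the spread over the strains, as limma does but the main Hotelling tests do not. A change of their counts can therefore not be credited to the loop alone. Without BSG loop 1, BSG loop 2, GSG loop 1 or GSG loop 2, in turn, the temporal test selected 2, 75, 43 and 26, the BSG count of changes with age was 1, 266, 37 and 58, the GSG count was 177, 189, 387 and 83, and the count of strain differences in this change was 0, 127, 53 and 9. The 266 in BSG without BSG loop 2 were 184 higher and 82 lower, with 74 of them among the 104 and in the same direction. With duplicateCorrelation of the spots, 177 were higher and 196 lower in BSG. The counts fell to 9 in BSG (1 higher, 8 lower) and 93 in GSG (16 higher, 77 lower) with arrays scaled to the same spread, and to 16 (3 higher, 13 lower) and 145 (30 higher, 115 lower) with one value per animal. They were 220 (79 higher, 141 lower) and 459 (98 higher, 361 lower) with a dye term. With the loops as a random block they were 190 (71 higher, 119 lower) in BSG and 464 (92 higher, 372 lower) in GSG. Without the arrays of discordant duplicate spots, an alternative chosen after seeing the data, they were 7 (2 higher, 5 lower) and 181 (22 higher, 159 lower). The 1 BSG call left without BSG loop 1 is that of *Dlk1*, so all other BSG calls between these ages, also those named below, were lost there. Without BSG loop 1, the calls of the 5 genes above were lost in BSG, with 0.96 for *Retnla*, 0.74 for *Smpdl3a*, 0.80 for *Ppl*, -1.86 for *Kcne1l* and -1.08 for *Fbp2*, and that of *Fbp2* also without BSG loop 2. The BSG calls of *Retnla* and *Smpdl3a* were also lost without either GSG loop, where the BSG estimates are unchanged. Without GSG loop 1 or GSG loop 2, the GSG calls of *Retnla* (2.31 and 2.00), *Smpdl3a* (1.14 and 1.32) and *Ppl* (0.67 and 0.81) were lost. With one value per animal the temporal test selected 261, and with duplicate spots as separate observations 57.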

After Benjamini-Hochberg (BH) correction for multiple testing, the temporal test selected 810 genes under 5% confidence. This is lower than the number of genes selected by the non-temporal test (2253). 

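Between BSG and GSG, the non-temporal test selected 0 of 8129 oligonucleotides. An unadjusted p under 0.05 was found for 127 (1.56%), the smallest adjusted p was 0.546, and limma's moderated F test of the same 8 parameters selected 0. Of the genes named here, the periplakin gene *Ppl* had the lowest p in this test (unadjusted p = 0.00343, rank 10). The count was 52 with duplicate spots as separate observations, 11 without GSG loop 2 and 2 without BSG loop 2.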

*P-*value distributions for temporal and non-temporal tests are shown in Figures 2a) and 2b), respectively. 728 genes are selected by both tests. 

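In the comparison of BSG with GSG, 60 oligonucleotides had an unadjusted p under 0.05 in both tests. *Agtr2*, which encodes the type 2 angiotensin II receptor, was among them, with rank 4 in the temporal test (unadjusted p = 2.27e-04) and rank 102 in the non-temporal test (unadjusted p = 0.0440). The temporal p of these 60 had a median of 0.0134.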

In Figure 2c), we show that the remaining genes selected by the non-temporal test display a wide distribution of *P*-values in the temporal test. 

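For BSG against GSG, 67 oligonucleotides had an unadjusted p under 0.05 in the non-temporal test alone. Their unadjusted p in the temporal test had a median of 0.385 and reached 0.979. *Per1*, a component of the circadian clock, was among them, with a temporal p of 0.626.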

We hypothesise that these genes show extensive biological variation in expression patterns over time, as was hinted by the simulation study. To demonstrate the validity of this hypothesis, in the next paragraphs, we report on genes which either were found significant by both statistical tests or which had extremely different outcomes in the two tests. We excluded the possibility that the observed differences in temporal profiles between the individual strains were due to technical artefacts arising from the microarray technology. We did so by determining the temporal expression profiles of this selection of genes by the independent quantitative reverse-transcription PCR (qPCR) technique.

Delta-like 1 homolog (Drosophila) (*Dlk1*) was amongst the most significant genes according to both tests (*P*-value < 1E-12). There is a strong decrease in expression of this gene from the age of one week, with the rate at which the expression decreases in the different strains being significantly different (Figure 3, first row, left panel). This is also apparent in the plot of the fitted polynomials (middle panel). 

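*Dlk1* fell in both strains. In BSG its log ratio against 1 week was -1.69 ± 0.24 (standard error, 2 mice per age) at 2.5 weeks and -3.05 ± 0.24 at 20 weeks (limma adjusted p = 1.68e-08 for 20 weeks against 1 week). In GSG it was -1.18 ± 0.24 at 2.5 weeks and -3.54 ± 0.24 at 20 weeks (limma adjusted p = 6.25e-10). The single mice of GSG at 20 weeks had -3.11 and -3.97. From 2.5 weeks on, the slope in GSG was -0.339 ± 0.052 per time point and passed the limma test (adjusted p = 0.00811). In BSG the slope was -0.145 ± 0.052, also a decline, and did not pass (limma unadjusted p = 0.0107, adjusted p = 1.00). The slopes of the strains differed by 0.194 ± 0.074 per time point (unadjusted p = 0.0151, adjusted p = 1.00), and the temporal test of BSG against GSG gave an unadjusted p of 0.241. Of 17 genes that changed in both strains and are named by rule, *Dlk1* was the one whose call in BSG held without BSG loop 1.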

The trend was confirmed by the qPCR assay (right panel). However, in the qPCR assay, an even sharper drop in expression from the first to the second time point is observed, also explaining the differences in heights of the curves in the microarray and qPCR experiments. Interestingly, also the *Gtl2 *gene (the murine homologue of the human *MEG3 *gene), which is imprinted reciprocally to *Dlk1*, demonstrates prolonged expression in mouse models for muscular dystrophies (especially in MDX mice, as shown also by the pairwise tests of this strain against the others). 

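*Meg3*, a non-coding RNA of the *Dlk1* locus, fell by 2.05 ± 0.33 (standard error, 2 mice per age; limma adjusted p = 0.00223) between 1 and 20 weeks in BSG and by 2.75 ± 0.33 (adjusted p = 1.49e-05) in GSG. The difference between these strains was 0.69 ± 0.47 (adjusted p = 0.840). Of 23 imprinted genes measured, from a list fixed before the data were examined, 7 fell in BSG and 8 in GSG, and 0 rose in either strain (8 and 9 fell when adjusted over the list alone). With BSG loop 1, BSG loop 2, GSG loop 1 or GSG loop 2 left out, in turn, 1, 5, 4 and 4 fell in BSG, and 8, 8, 8 and 5 in GSG. *Ndn*, which encodes the growth suppressor necdin, fell by 2.30 ± 0.28 and 2.22 ± 0.28. *Cdkn1c*, an inhibitor of cyclin-dependent kinases, had log ratios of -1.94 ± 0.40 and -2.12 ± 0.40, and the non-coding RNA *H19* had -2.01 ± 0.45 and -2.44 ± 0.45. *Mest*, which encodes a hydrolase of mesoderm, fell by 1.89 ± 0.43 (adjusted p = 0.0257) and 2.66 ± 0.43 (adjusted p = 4.87e-04), and its BSG call was lost without BSG loop 1 (-2.13) or BSG loop 2 (-1.65). The median over the list was -0.12 in BSG and -0.35 in GSG. The list ranked down in both strains with camera (adjusted p = 3.41e-06 and 3.93e-07), and these calls held with an estimated correlation (adjusted p = 0.0148 and 0.00909). The paper names 3 of the 23, *Dlk1*, *Meg3* and *Plagl1*, from these samples among others. Of the 23, 4 are also among the genes of newborn muscle used to check the direction of the ratios. Without BSG loop 1, the BSG calls of *Meg3* (-2.22), *Ndn* (-1.90), *Cdkn1c* (-1.84) and *H19* (-1.47) were lost. That fit leaves 1 mouse per age in BSG, so a lost call there need not mean a lost change. The fall of *Meg3* was then larger than the -2.05 from both loops, and those of *Ndn*, *Cdkn1c* and *H19* were smaller. The BSG calls of *Cdkn1c* and *H19* were also lost without either GSG loop. There the BSG estimates are unchanged, but the spread shared by the strains, taken from fewer arrays, and the adjustment differ. Without GSG loop 2, the GSG calls of *H19* (-2.11) and *Cdkn1c* (-1.96) were lost, and that of *Cdkn1c* also without GSG loop 1 (-2.28).

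**Figure D2:**
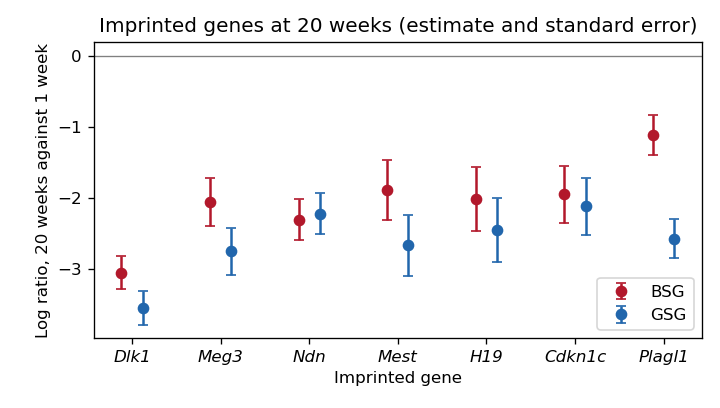
Log ratio of 20 weeks against 1 week (y axis) of 7 imprinted genes (x axis) in BSG and GSG. Points are estimates from 18 arrays per strain and bars are standard errors, and the points lie between -1.11 and -3.54.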

In sheep, a mutation in the region between the imprinted *DLK1 *and *MEG3 *genes gives rise to prolonged postnatal expression of *DLK1*, and the callipyge muscular hypertrophy phenotype [16,17]. An elevation of hypertrophic fibres is therefore a likely phenotype of the mouse models analysed, and has been established as a hallmark of DMD [18].

Like *Dlk1*, Calsequestrin 2 (*Casq2*) is selected with high confidence according to both tests. 

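*Casq2*, which encodes the calcium-binding calsequestrin of cardiac and slow muscle, fell between 1 and 20 weeks by 1.58 ± 0.32 (standard error, 2 mice per age; limma adjusted p = 0.0152) in BSG and by 2.27 ± 0.32 (adjusted p = 1.11e-04) in GSG. The BSG call was lost without BSG loop 1, with an estimate of -1.49, and without either GSG loop. Without a GSG loop the BSG estimate is unchanged, but the spread shared by the strains, taken from fewer arrays, and the adjustment differ. The GSG call was lost without GSG loop 2, with -2.12. Of 14 genes of slow muscle fibres, 2 fell in BSG and 0 rose, while 2 fell and 1 rose in GSG (5 fell in BSG, and 4 fell and 1 rose in GSG, when adjusted over the list alone). *Actn2*, a Z-disc actinin, had -1.52 in BSG (adjusted p = 0.0191) and -1.09 in GSG (adjusted p = 0.0624). *Tpm3*, the slow tropomyosin, rose by 0.95 in GSG (adjusted p = 0.0487), a call lost without any one of the 4 loops. The BSG call of *Actn2* was lost without BSG loop 1 (-0.89) or either GSG loop. The slow fibre list ranked down with camera (adjusted p = 0.00148 in BSG and 0.0375 in GSG), which was lost with an estimated correlation (adjusted p = 0.167 and 0.456). Of 20 genes of calcium handling, 1 fell in BSG and 3 in GSG (2 and 5 when adjusted over the list alone, where 1 also rose in GSG). Without GSG loop 2, 0 genes of either list changed in GSG. The 3 in GSG were *Casq2*, the chaperone gene *Calr* with -0.68 and the calcium channel gene *Cacna2d1* with -1.29. The call of *Cacna2d1* was lost without any one of the loops, and that of *Calr* without BSG loop 2 or either GSG loop. Camera gave that list an adjusted p of 0.0764 in BSG and 0.0172 in GSG, where the call was lost with an estimated correlation (adjusted p = 0.296). For *Casq2*, the temporal and non-temporal tests of BSG against GSG gave unadjusted p of 0.516 and 0.424. The paper names 3 of the 14 slow fibre genes and 1 of the 20 calcium genes, *Casq2*, from these samples among others.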

The qPCR assay confirms its differential expression (Figure 3, second row). However, as for the case of *Dlk1*, the similarity in the shape of the curves between the microarray and qPCR experiments is not comfirmed at the level of the ratio values themselves. This is probably due to differences in the assay set-up and normalisation procedures.

Dipeptidylpeptidase 4 (*Dpp4*) was highly ranked in the temporal test (232) but not in the non-temporal test (2710). This is likely to be caused by the fact that the changes in gene expression are minor but consistent in time (Figure 3, third row). Through evaluation of the pairwise comparisons between each strain utilizing the same temporal test, it appeared that the *P-*values for every comparison with the BSG model were 0.03, whereas *P*-values in other pairwise comparisons were greater than 0.3. This indicates that the behaviour of this gene in BSG is different from the other animal models, which would make it a biomarker for BSG-deficiency. 

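*Dpp4* encodes a cell surface peptidase also known as CD26. It was above its 1-week value in BSG and below it in GSG, in both mice at each of the 8 later ages. The 8 ages of a loop share its 1-week mouse, so these signs are not independent. At 20 weeks the log ratio was 0.55 ± 0.28 (standard error, 2 mice per age; limma adjusted p = 0.468) in BSG and -0.53 ± 0.28 (adjusted p = 0.422) in GSG. The BSG mice had 0.97 and 0.13 at that age, which are also the estimates without BSG loop 2 and without BSG loop 1. Averaged over the 8 ages, BSG exceeded GSG by 1.01 ± 0.41 (limma adjusted p = 1.00). The difference at 20 weeks was 1.08 ± 0.40 (limma adjusted p = 0.514). *Dpp4* had rank 95 in the temporal test (unadjusted p = 0.0122, adjusted p = 0.989) and rank 906 in the non-temporal test (unadjusted p = 0.239) of BSG against GSG.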

The up-regulation of *Dpp4 *in BSG but not in the other mouse models was confirmed by qPCR (Figure 3, third row, right panel), and demonstrates the power of the test in the detection of small but consistent temporal changes. Dpp4 (CD26) plays a role in antigen-specific T-cell activation [19], a process which might contribute to the severe phenotype of BSG mice.

Titin-cap (telethonin; *Tcap*) is not selected by the temporal test despite very low *P*-values (2.5E-13) in the non-temporal test. *Tcap *is a potentially important gene since *Tcap *mutations result in Limb-Girdle Muscular Dystrophy 2G [20]. We observed a gradual increase over time in all the animal models, including wild-type animals. However, a significant difference in temporal behaviour between mouse models was not found, and both microarray and qPCR experiments demonstrated high overall variability. This is smoothed-out in the fitted polynomials, which are highly similar for the four mouse models (Figure 4, first row, middle panel). 

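*Tcap* encodes telethonin, which binds titin at the Z-disc. In BSG its log ratio against 1 week was 1.58 ± 0.61 (standard error, 2 mice per age) at 8 weeks, with 2.40 and 0.76 in the mice, and 0.41 ± 0.39 at 20 weeks (limma adjusted p = 0.852). In GSG it was 1.21 ± 0.51 at 14 weeks and 0.96 ± 0.39 at 20 weeks (limma adjusted p = 0.202). The slope from 2.5 weeks on was 0.067 ± 0.086 per time point in BSG and 0.116 ± 0.086 in GSG (limma adjusted p = 1.00 for both). Of 11 genes of fast muscle fibres, 0 changed between 1 and 20 weeks in either strain (0 when adjusted over the list alone). Their median was 0.29 in GSG, where camera ranked the list up (adjusted p = 0.0226), and this call was lost with an estimated correlation (adjusted p = 0.510). In BSG the median was -0.06, or 0.20 with arrays scaled to the same spread, and camera did not call the list (adjusted p = 0.901, direction up, although the mean was -0.09).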

We therefore think that differences in observed expression levels are caused by inter-individual variation rather than by the dystrophic process. Similarly, Myozenin2 (*Myoz2*)(*P*-value 0.71 and < 1E-12 for temporal and non-temporal test, respectively) was confirmed to demonstrate high variability across time points in the qPCR experiment (Figure 4, second row). 

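Relative to 1 week, the *Tcap* values of the 2 mice of an age differed on average by 0.68 in BSG, a difference larger than that of 84.0% of all oligonucleotides, and by 0.26 in GSG, larger than that of 27.8%. The median over all oligonucleotides was 0.36 in BSG and 0.35 in GSG. These differences share the 1-week mice of the loops and hold array error carried along a loop. They are therefore not a measure of variation between the mice of an age alone. Between BSG and GSG, *Tcap* had an unadjusted p of 0.735 in the temporal test and 0.510 in the non-temporal test.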

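*Myoz2* encodes a Z-disc protein of slow fibres that binds calcineurin. Its log ratio of 20 weeks against 1 week was -1.49 ± 0.40 (standard error, 2 mice per age; limma adjusted p = 0.0651) in BSG and -1.57 ± 0.40 (adjusted p = 0.0234) in GSG, a call lost without GSG loop 2 (-1.14) or BSG loop 1. Relative to 1 week, and with the limits given for *Tcap*, the 2 mice of an age differed on average by 1.03 in BSG. This exceeded the difference of 93.3% of all oligonucleotides. In GSG they differed by 0.54, more than 78.1%. In BSG at 6 weeks, for example, the mice had 0.38 and -2.05. The temporal and non-temporal tests of BSG against GSG gave unadjusted p of 0.913 and 0.983.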

The temporal test seems to be better able to filter out genes with high inter-individual variation when low numbers of replicates are used, as was the case for our study (two animals per time point per strain).

D site albumin promoter binding protein (*Dbp*) and its downstream target Periodically expressed 1 (*Per1*) were not identified as differentially expressed using the model with the second-order polynomial, but were significant when higher order polynomials were applied, and were also significant according to the non-temporal test. 

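*Dbp* rose by 1.07 ± 0.26 (standard error, 2 mice per age; limma adjusted p = 0.0177) between 1 and 20 weeks in GSG and had 0.86 ± 0.26 (adjusted p = 0.110) in BSG. At 8 weeks it had 1.51 ± 0.41 in BSG, with 2.23 and 0.78 in the mice, and 1.24 ± 0.41 in GSG. *Per1* rose by 1.00 ± 0.25 (adjusted p = 0.0394) in BSG and had 0.34 ± 0.25 (adjusted p = 0.624) in GSG, and the difference was 0.67 ± 0.35 (adjusted p = 0.750). The GSG call of *Dbp* was lost without GSG loop 1 (1.30), GSG loop 2 (0.84) or BSG loop 1, and the BSG call of *Per1* without BSG loop 1 (1.13), BSG loop 2 (0.88) or GSG loop 1. Of 16 genes of the circadian clock, 1 rose in BSG and 0 fell, while in GSG 1 rose and 1, the repressor *Cry1* with -0.89, fell (6 rose in BSG, and 1 rose and 1 fell in GSG, when adjusted over the list alone). Without BSG loop 2, 3 clock genes rose in BSG, and *Per1* was not among them. The call of *Cry1* was lost without GSG loop 2 (-0.46) or either BSG loop. Camera ranked the clock list up in BSG (adjusted p = 1.58e-04, median 0.23), and this held with an estimated correlation (adjusted p = 0.0148). In GSG the median was -0.03 and the mean -0.04, although camera gave the direction up (adjusted p = 0.921). The paper names 2 of the 16, *Dbp* and *Per1*, from these samples among others.

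With a polynomial of degree 4, the temporal test of BSG against GSG gave unadjusted p of 0.556 for *Dbp* and 0.329 for *Per1*. It selected 0 of 8129 oligonucleotides, with 197 (2.42%) at an unadjusted p under 0.05, and a polynomial of degree 3 also selected 0. Without BSG loop 2, GSG loop 1 or GSG loop 2 it selected 4, 7 and 14. In the non-temporal test, *Dbp* had an unadjusted p of 0.758 and *Per1* of 0.0145 (rank 35, adjusted p = 1.00). Of the 8 genes of Figures 3 and 4 and their partners, which the paper chose on these samples among others so that their counts are not independent evidence, 1 rose and 3 fell with age in BSG, and 1 rose and 4 fell in GSG (2 and 4 in both strains when adjusted over the list alone). Camera ranked them down (adjusted p = 0.0265 in BSG and 0.00145 in GSG), and with an estimated correlation the call was lost in BSG (adjusted p = 0.164) and held in GSG (adjusted p = 0.0469).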

The wave-like expression patterns observed in the time series of MDX and WT mice were also found in the qPCR experiment (Figure 4, third row). Mentioned genes have been found to be regulated by the circadian clock [21]. They are not related to the muscular dystrophy but their differential expression is likely to be caused by the time of the day at which the animals were sacrificed. Since littermates were used for most timepoints, the time point at which the animals were sacrificed was consistent for a certain strain and age, but variable for animals of different strains and ages. This example shows that our temporal test with higher order polynomials can be successfully used to find genes with more complex temporal expression patterns, if this is of interest to the experimenter.

The coefficients of the fitted polynomials can be used to identify biomarkers for muscular dystrophy in general and for the individual strains, by looking at genes with some interesting specified temporal pattern. As an example, we made a selection of significant genes with the quadratic coefficient less than -0.02 in MDX, BSG and GSG but not in WT. 

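The fitted quadratic coefficient was below -0.02 in both BSG and GSG for 327 of 8129 oligonucleotides (4.02%). The conditions on MDX, WT and the test over all strains are not applied here. Tested below 0 with limma, 0 coefficients passed in either strain, with 49 in BSG and 87 in GSG at an unadjusted p under 0.05. Each is a smaller share of the 8129 than the 0.05 that chance alone would give. With a polynomial through all 9 time points the count was 170, of which 56 were among the 327, and it was 140 without BSG loop 1, 159 without GSG loop 1 and 687 without GSG loop 2.

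As another measure of a temporary rise, expression at 8 weeks was compared with 20 weeks. Limma called 0 oligonucleotides in either strain, and least squares without moderation of the variance also called 0. An unadjusted p under 0.05 was found for 203 (2.50%) in BSG and 93 (1.14%) in GSG. These shares are below the 0.05 that chance alone would give. For *Ccl8*, the standard error of this contrast was 0.60, against 0.38 for 20 weeks against 1 week. The 0 calls therefore do not exclude a temporary rise. Without GSG loop 2 the GSG count was 11. Among 31 gene lists, camera ranked 6 up and 4 down at 8 weeks in BSG, and 4 up and 0 down in GSG, and 0 of these calls held with an estimated correlation. In BSG, 24 genes of oxidative phosphorylation had a median log ratio of 0.79 (camera adjusted p = 1.31e-04, or adjusted p = 0.402 with an estimated correlation) and 14 genes of slow muscle fibres 0.92 (7.83e-04, or adjusted p = 0.296). In GSG, 47 genes of the extracellular matrix had 0.36 (0.00141, or adjusted p = 0.454) and 36 cell cycle genes 0.36 (0.00224, or adjusted p = 0.454). The 4 lists ranked down in BSG, that is, lower at 8 than at 20 weeks, were macrophage and monocyte genes (median -0.46, camera adjusted p = 7.83e-04, or adjusted p = 0.440), chemokines and cytokines (-0.23, 0.00222, or adjusted p = 0.296), T and B lymphocyte genes (-0.30, 0.00289, or adjusted p = 0.117) and interferon response genes (-0.37, 0.00222, or adjusted p = 0.296). The 11 inflammation genes of the paper had a median of -0.46 in BSG and 0.04 in GSG (mean -0.01), and camera did not call them (adjusted p = 0.0808 and 0.723, direction down in both).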

When fitting a parabolic function, the quadratic coefficient reflects the extreme of the curve. When the quadratic coefficient is negative the extreme is a maximum, corresponding with (temporary) upregulation. We ended up with 11 genes that were all related to inflammation *(Ccl6, Ccl8, Ccl9, Clecsf12, Ii, Laptm5, Lgals3, Lzp-s, Mpeg1, Ptpns1, S100a4*). 

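All 11 genes are measured, under the symbols *Ccl6*, *Ccl8*, *Ccl9*, *Clec7a*, *Cd74*, *Laptm5*, *Lgals3*, *Lyz1*, *Mpeg1*, *Sirpa* and *S100a4*. They include chemokines, macrophage receptors, proteins of lysosomes and antigen presentation, the lectin *Lgals3* and the calcium-binding *S100a4*. All 11 had quadratic coefficients below -0.02 in BSG (median -0.0558) and in GSG (median -0.0740). Their mean log ratio against 1 week was -0.08 in both strains at 2.5 weeks and 0.98 in BSG and 0.89 in GSG at 4 weeks. It was 1.49 at 12 weeks and 1.33 at 20 weeks in BSG. In GSG it was 2.01 at 8 weeks, 1.37 at 12 weeks, 2.02 at 14 weeks and 2.02 at 20 weeks. The loops of a strain did not share the age of the highest mean, which was 14 weeks in loop 1 (2.25) and 20 weeks in loop 2 of BSG, and 8 weeks in loop 1 and 20 weeks in loop 2 (2.22) of GSG. In BSG loop 2, the means at 20 weeks (0.942) and 10 weeks (0.941) hardly differed, so that its age of the highest mean is uncertain. Between 1 and 20 weeks, 2 of the 11 rose in BSG and 9 in GSG, and 0 fell (limma; 9 and 10 when adjusted over the list alone). *Ccl8* rose by 1.66 ± 0.38 (standard error, 2 mice per age; adjusted p = 0.0270) in BSG and by 2.91 ± 0.38 (adjusted p = 3.44e-05) in GSG. *Clec7a*, the receptor dectin-1, rose by 1.93 ± 0.41 and 2.06 ± 0.41. *Cd74*, the invariant chain of MHC class II, had 1.21 ± 0.33 (adjusted p = 0.0689) in BSG and rose by 2.28 ± 0.33 (adjusted p = 1.11e-04) in GSG.

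Camera ranked the 11 genes up in BSG (adjusted p = 2.78e-11, or 0.0428 with an estimated correlation) and in GSG (adjusted p = 1.29e-19, or 0.00909 with an estimated correlation). The paper chose these genes on these samples among others, so their counts and coefficients are not independent evidence. Adjusted over the list alone, 0 quadratic coefficients passed the test below 0 in either strain. The mean of the 11 genes at 20 weeks was 1.72 in BSG loop 1 and 0.94 in BSG loop 2. Without BSG loop 1, the estimate for *Ccl8* in BSG was 1.34 and that for *Clec7a* was 0.85, and neither was called. The BSG calls of both were also lost without GSG loop 1. There the BSG estimates are unchanged, but the spread shared by the strains, taken from fewer arrays, and the adjustment differ. The GSG call of *Clec7a* was lost without GSG loop 1 (1.96) and without GSG loop 2 (2.16). Of the 9 calls in GSG, that of *Ccl8* alone held without GSG loop 2, where *Cd74* had 2.03, and 7 held without each other loop.

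**Figure D3:**
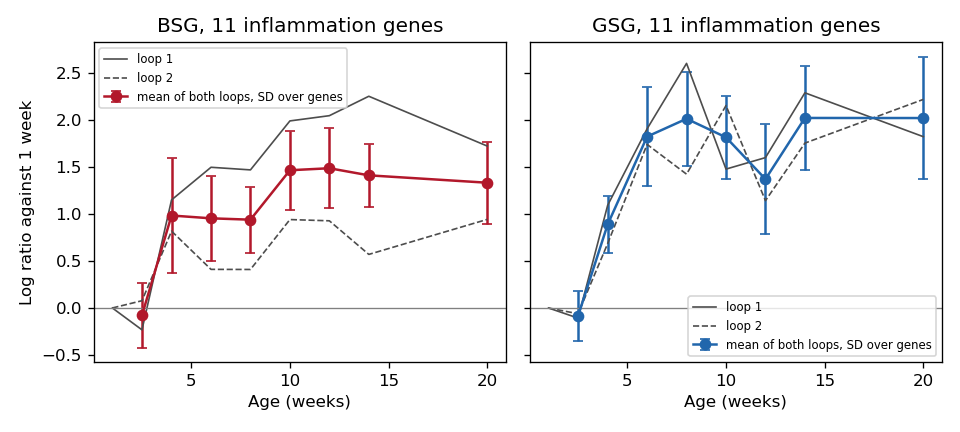
Mean log ratio against 1 week (y axis) of the 11 inflammation genes by age in weeks (x axis) in BSG and GSG. Points are means over both loops, bars are the standard deviation over the 11 genes, and thin lines are the single loops. At 8 weeks the loops of GSG are at 2.60 and 1.42.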

Without exceptions, these genes were found to be up-regulated in an independent comparative study of mouse models for muscular dystrophy (profiled only at the age of 8 weeks, [22]) with BH-corrected *P-*values ranging from 4E-4 to 4E-14. This observation confirms the important contribution of inflammation to the dystrophic phenotype in dystrophin-and sarcoglycan-deficient mice.

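Other immune genes, in lists fixed before the data were examined, were also followed from 1 to 20 weeks. Of 19 macrophage and monocyte genes, 6 rose in GSG and 0 in BSG, and 0 fell (11 and 9 rose when adjusted over the list alone). In GSG 1, 1, 6 and 0 rose, and in BSG 0, 0, 1 and 2, without BSG loop 1, BSG loop 2, GSG loop 1 or GSG loop 2, in turn. *Cd68*, a macrophage glycoprotein, rose by 1.45 in GSG (limma adjusted p = 0.0248), a call lost without GSG loop 2 (1.36) or either BSG loop. Camera ranked this list up in BSG (adjusted p = 7.71e-08) and GSG (adjusted p = 8.85e-09), and both calls were lost with an estimated correlation (adjusted p = 0.108 and 0.0665). Of the 19, 4 are among the 11 genes that the paper selected. Of 29 chemokine and cytokine genes, 3 rose in BSG and 4 in GSG, and 0 fell (13 and 9 rose when adjusted over the list alone). With the same loops left out in turn, 0, 6, 0 and 1 rose in BSG and 4, 5, 2 and 1 in GSG. *Ccl11*, eotaxin, rose by 1.19 in BSG (adjusted p = 0.0191) and *Ccl7* by 1.57 in GSG (adjusted p = 0.0491). The call of *Ccl11* was lost without BSG loop 1 (0.50) or either GSG loop, and that of *Ccl7* without any one of the 4 loops. The list ranked up (camera adjusted p = 2.78e-11 in BSG and 4.64e-06 in GSG), which held with an estimated correlation (adjusted p = 0.00609 and 0.0307), and 4 of its 29 genes are named by the paper. Of 3 genes of antigen presentation, 2 rose in GSG and 0 in BSG (3 in each when adjusted over the list alone). In GSG these were *Cd74* and *Ctss*, a protease that processes the invariant chain, with 1.55, whose call was lost without any one of the loops. That of *Cd74* was lost without GSG loop 2. Camera ranked these genes up (adjusted p = 9.50e-05 and 1.13e-05, or 0.0428 and 0.0235 with an estimated correlation), and 1 of the 3, *Cd74*, is among the 11 genes of the paper. Of 8 complement genes and 15 genes of T and B lymphocytes, 0 changed in either strain (when adjusted over the list alone, 2 complement genes rose in GSG). In GSG this did not hold without GSG loop 1, where the complement list had a rise and the lymphocyte list had falls. The complement list ranked up (adjusted p = 0.0314 and 0.00223), which was lost with an estimated correlation (adjusted p = 0.165 and 0.0560). The lymphocyte list was not called (adjusted p = 0.0524 in BSG and 0.534 in GSG, where the median was 0.06 and the mean -0.04). From the higher expression of the selected genes in an independent study, the paper concludes that inflammation contributes to the dystrophic phenotype.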

As an alternative to the use of the polynomial coefficients to filter out interesting genes amongst the significant ones, one can detect potential biomarker genes for a certain strain by looking at the genes that have significant *P*-values in the pairwise comparisons of this particular strain with all other strains. Table 1 shows a list of potential biomarker genes identified at the 5% confidence level. 

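For the GSG genes of the table, 8 are measured, and 7 of them fell between 1 and 20 weeks in GSG while 1 fell in BSG (limma; 8 and 1 when adjusted over the list alone). *Agtr2* fell by 3.49 ± 0.40 (standard error, 2 mice per age; adjusted p = 7.79e-06) in GSG and had -0.81 ± 0.40 (adjusted p = 0.450) in BSG. *Postn*, the matrix protein periostin, had -2.16 ± 0.42 in GSG and -0.51 ± 0.42 in BSG. *Hmgb2*, a chromatin protein of dividing cells, had -1.55 ± 0.34 and 0.23 ± 0.34. *Plagl1*, an imprinted zinc finger gene, fell by 2.57 ± 0.28 in GSG and by 1.11 ± 0.28 in BSG. Without GSG loop 1 and GSG loop 2, 5 and 3 of the 7 fell in GSG. Of the 7 GSG calls, those of *Agtr2*, *Plagl1* and *Matn2* held without each of the loops. That of *Postn* was lost without GSG loop 2 (-1.82) and that of *Hmgb2* without either GSG loop (-1.57 and -1.53). The difference between the strains in this change had a median of 1.44 over the 8 genes. It was called for 0 of them (7 when adjusted over the list alone). Camera called the list (adjusted p = 7.38e-11), also with an estimated correlation (adjusted p = 0.00951). The paper selected these genes for a temporal difference between GSG and each other strain, BSG included, on these samples among others. That selection favours such a call, so the call is not independent evidence.

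Of 8 BSG genes, 1 rose and 2 fell in BSG, and 2 fell in GSG (2 and 3 in BSG, and 2 in GSG, when adjusted over the list alone). *Il6*, a cytokine, rose by 1.73 ± 0.41 (adjusted p = 0.0324) in BSG, with 2.98 in one mouse and 0.47 in the other, and had -0.11 ± 0.41 in GSG. *Slc7a9*, an amino acid transporter, fell by 1.37 ± 0.19 and 1.06 ± 0.19, and the homeobox gene *Barhl1* by 1.06 ± 0.14 and 0.63 ± 0.14. The BSG calls of *Slc7a9* (-0.91), *Barhl1* (-0.90) and *Il6* were lost without BSG loop 1, and that of *Il6* also without either GSG loop. In GSG, the call of *Slc7a9* was lost without GSG loop 2 (-0.59) and that of *Barhl1* without either GSG loop (-0.71 and -0.56). Camera did not call the BSG genes in BSG (adjusted p = 0.465, direction down, although the median was 0.26 and the mean 0.12) and called them down in GSG (adjusted p = 0.00786, or 0.0665 with an estimated correlation). Of 7 MDX genes, *Fbln5* included, 3 fell in each strain (6 in each when adjusted over the list alone), among them *Maged2* by 1.63 ± 0.34 and 1.98 ± 0.34. Camera called them down (adjusted p = 3.38e-09 in BSG and 2.19e-08 in GSG), also with an estimated correlation (adjusted p = 0.00609 and 0.00909). The BSG call of *Plagl1* was lost without any one of the 4 loops, being -1.90 without BSG loop 1 and -0.32 without BSG loop 2. That of *Maged2* was lost without BSG loop 1 (-1.72) or either GSG loop, and its GSG call without GSG loop 2 (-1.94). Without a GSG loop, the BSG estimates are unchanged, but the spread shared by the strains, taken from fewer arrays, and the adjustment differ.

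In the temporal test of BSG against GSG, 0 of the 16 measured BSG and GSG genes passed after adjustment, and 10 had an unadjusted p under 0.05, of which 7 are GSG genes. *Hmgb2* had 0.00292, *Akap12* 0.00761, *Palmd* 0.0119 and *Il6* 0.0168. With duplicate spots as separate observations, 7 passed. The paper chose these genes on these samples among others, so these counts and the list calls above are not independent evidence.

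**Figure D4:**
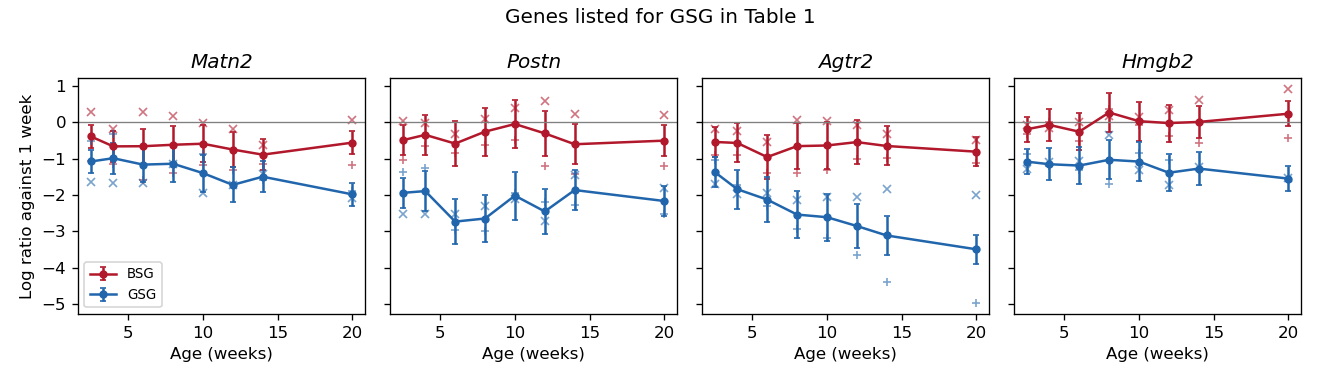
Log ratio against 1 week (y axis) by age in weeks (x axis) of 4 genes listed for GSG. Points and bars are estimates and standard errors from both loops, and crosses (loop 1) and plus signs (loop 2) are single mice. *Agtr2* at 20 weeks in GSG is at -2.01 and -4.97 in the single mice.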

*Gtl2 *and *Dpp4 *are found as potential biomarkers for MDX and BSG, as already observed above. Fibulin 5 (*FblnS*) is found as a biomarker for MDX. In contrast to WT, BSG and GSG, where the expression of *Fbln5 *gradually decreases over time, MDX mice show an initial up-regulation, followed by a sharp reduction in expression at the age of 2.5 weeks. This results in lower levels of expression in MDX mice than in the other strains from the age of 6 weeks. 

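*Fbln5*, which encodes the elastic fibre protein fibulin 5, fell by 1.01 ± 0.23 (standard error, 2 mice per age; limma adjusted p = 0.0119) between 1 and 20 weeks in GSG and had -0.76 ± 0.23 (adjusted p = 0.110) in BSG. The GSG call was lost without GSG loop 2 (-0.93). At 2.5 weeks it already had -0.84 ± 0.23 in GSG and -0.34 ± 0.23 in BSG. The slope from 2.5 weeks on was -0.015 ± 0.051 per time point in GSG and -0.032 ± 0.051 in BSG (limma adjusted p = 1.00 for both). MDX mice are not analysed here. Of 17 genes of endothelium and smooth muscle, 3 fell in BSG and 2 in GSG, and 0 rose (5 and 13 fell when adjusted over the list alone). *Icam2*, an endothelial adhesion molecule, fell by 1.13 and 0.79. *Notch3*, a receptor of vascular smooth muscle, fell by 0.87 and 0.78, and *Smtn*, which encodes smoothelin, fell by 1.11 in BSG. Their BSG calls were lost without BSG loop 1 (*Icam2* -0.81, *Notch3* -0.55, *Smtn* -0.78), and that of *Notch3* also without either GSG loop and that of *Smtn* without GSG loop 1. In GSG, the call of *Icam2* was lost without either GSG loop and that of *Notch3* without any one of the 4 loops. Camera ranked the list down (adjusted p = 8.84e-07 and 7.41e-06), which held with an estimated correlation (adjusted p = 0.0148 and 0.0167).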

Since Fbln5 seems to be an inhibitor of vascular smooth muscle cell proliferation and migration [23], the observed profile in MDX may hint at increased vascular remodelling activity in these mice, contributing to the higher regenerative activity, compared to other models. 

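*Atp5j* encodes coupling factor 6 of the mitochondrial ATP synthase. In BSG its log ratio against 1 week was 0.53 ± 0.53 (standard error, 2 mice per age) at 4 weeks, 0.57 ± 0.60 at 6 weeks, 0.50 ± 0.63 at 8 weeks and 0.50 ± 0.63 at 10 weeks. At 6 weeks the mice had 1.65 and -0.51. The mean of 6 and 8 weeks minus that of 4 and 10 weeks was 0.02 ± 0.30 in BSG and -0.23 ± 0.30 in GSG (limma adjusted p = 1.00 for each). The temporal test of BSG against GSG gave *Atp5j* an unadjusted p of 0.679. Of 24 genes of oxidative phosphorylation, 0 changed between 1 and 20 weeks in either strain (0 when adjusted over the list alone). Their median was -0.43 in BSG, where camera ranked them down (adjusted p = 0.0125, or adjusted p = 0.407 with an estimated correlation). In GSG their mean was -0.03, although camera gave the direction up (adjusted p = 0.633) and the median was 0.02 with arrays scaled to the same spread. Of 25 genes of the citric acid cycle and fatty acid oxidation, 1 fell in BSG and 0 in GSG, also when adjusted over the list alone. This was *Idh2*, a mitochondrial isocitrate dehydrogenase, with -1.36 ± 0.31 (adjusted p = 0.0270), a call lost without BSG loop 1 (-0.78) or either GSG loop. That list ranked down in BSG (camera adjusted p = 0.00836, or adjusted p = 0.297 with an estimated correlation) and was not called in GSG (adjusted p = 0.313). Rises in that list were called in BSG without BSG loop 2 and in GSG without GSG loop 2. Of 19 genes of glycolysis and glycogen, *Fbp2* alone fell, in both strains (when adjusted over the list alone, 1 also rose in GSG), and camera did not call the list (adjusted p = 0.146 and 0.0694).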

*Atp5j*, which encodes for a component of the mitochondrial ATP synthase complex, demonstrates a sharp drop in expression in BSG mice at 6 and 8 weeks of age but not in other animals. This may be indicative of a temporal metabolic crisis in BSG. Matrilin2 (*Matn2*) is much higher expressed in GSG mice aged 1 week than in other mice, and remains more highly expressed than in WT mice over the whole time course. 

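*Matn2* fell by 1.98 ± 0.32 (standard error, 2 mice per age; limma adjusted p = 4.87e-04) between 1 and 20 weeks in GSG and had -0.56 ± 0.32 (adjusted p = 0.536) in BSG. The GSG call held without each of the loops. The difference between the strains was 1.42 ± 0.45 (limma adjusted p = 0.452). At 2.5 weeks the log ratio was -1.08 ± 0.32 in GSG and -0.39 ± 0.32 in BSG. In both GSG mice it was below 0 at all 8 later ages. These ages share the 1-week mouse of their loop, so their signs are not independent. In the temporal test of BSG against GSG, *Matn2* had an unadjusted p of 0.0102 (rank 76, adjusted p = 0.989). The level at 1 week is the reference of each strain and was not compared between strains.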

As also evident from the many extracellular matrix proteins, such as collagens, decorin, and biglycan, found differentially expressed in previous gene expression profiling studies in muscular dystrophies [24-27], the differential expression of *Matn2 *reflects the extensive ongoing extracellular matrix remodeling in the diseases.

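Of 47 genes of collagens and the extracellular matrix, from a list fixed before the data were examined, 3 fell between 1 and 20 weeks in BSG and 0 rose, while 18 fell and 1 rose in GSG (19 fell in BSG, and 26 fell and 2 rose in GSG, when adjusted over the list alone). These counts were 15, 15, 13 and 5 lower and 0 higher in GSG, and 0, 2, 0 and 4 lower in BSG, without BSG loop 1, BSG loop 2, GSG loop 1 or GSG loop 2, in turn. *Col1a1*, a chain of type I collagen, fell by 1.66 ± 0.37 (standard error, 2 mice per age; limma adjusted p = 0.0237) in BSG and by 2.13 ± 0.37 (adjusted p = 9.98e-04) in GSG. *Mfap2*, a microfibril protein, fell by 1.01 in BSG. In GSG, *Col11a1*, a fibrillar collagen, fell by 2.09 (adjusted p = 9.44e-05), *Thbs2*, a thrombospondin, by 1.17, and *Lamb1*, a laminin chain, by 1.56. The median of the list was -0.51 in BSG and -0.82 in GSG. Camera ranked the list down in BSG (adjusted p = 1.68e-08) and GSG (adjusted p = 4.80e-16). With an estimated correlation the call was lost in BSG (adjusted p = 0.0554) and held in GSG (adjusted p = 0.0105). The paper names 3 of the 47 from its own data, not counting the collagens, decorin and biglycan it cites from earlier studies. Of the 47, 4 are also among the genes of newborn muscle used to check the direction of the ratios. The BSG call of *Col1a1* was lost without BSG loop 1 (-1.59), BSG loop 2 (-1.73) or GSG loop 1. Without GSG loop 1 the BSG estimate is unchanged, but the spread shared by the strains, taken from fewer arrays, and the adjustment differ. The GSG call of *Col1a1* was lost without GSG loop 2 (-1.85), as was that of *Lamb1* (-1.34), while those of *Col11a1* and *Thbs2* held without each of the loops. The BSG call of *Mfap2* was lost without BSG loop 1 (-0.76) or GSG loop 1.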

## Conclusion

In most of the analyses of temporal gene expression profiling experiments, the full power of the temporal relationship in the data is not exploited, because not many models include the information of temporal order. This paper describes a simple statistical method that incorporates this information, thereby enabling the identification of genes that show consistent differences in temporal behaviour between a number of biological conditions. The findings from the statistical analysis were extensively validated using a simulation study, quantitative PCR, and a review of the biological function of the identified genes.

The performance of the test was compared to the performance of an identical test that does not take temporal ordering into account. The latter test identified many more genes, but mainly genes that demonstrated more "noisy" temporal profiles, which may not be of much interest since they are mainly caused by large variability between animals and time points. In our study, the smoothing effect of the quadratic polynomial fit is probably essential to filter out these "noisy" gene profiles and select genes with consistent differences between strain. Therefore, the described test makes it possible to capture simple trends in the expression of genes using a limited number of biological replicates. More difficult trends can be captured using higher order polynomials, but require more biological replicates and higher sampling rates to avoid overfitting of the data. The same is probably true for the fitting of non-polynomial functions like sigmoids or exponentials, which would have the advantage of better biological interpretability of the coefficients. In addition, non-polynomial functions would require a different type of statistics since the coefficients are not normally distributed and therefore violate the assumptions of the currently presented test.

The temporal Hotelling *T*^2^-test presented in this paper can be used in any experimental design and for any number of conditions. In this study, however, we have applied it to data coming from a loop design in which subsequent time points were co-hybridized, thereby putting even more emphasis on the temporal relationships in the data. Therefore, the described experimental design and data analysis method constitute an important step in the optimisation of temporal expression profiling efforts, both in terms of efficiency (requiring as few arrays as possible) and statistical performance.

## Methods

### Linear model for contrasts estimation

Let ytjtkc
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWG5bqEdaqhaaWcbaGaemiDaq3aaSbaaWqaaiabdQgaQbqabaWccqWG0baDdaWgaaadbaGaem4AaSgabeaaaSqaaiabdogaJbaaaaa@35B1@ denote the log-ratio between the time *t*_*j *_and time *t*_*k *_hybridised on the same array under the biological condition *c *and for a particular gene. For simplicity, we avoid referring to the specific gene in the notation. Let μ1tc
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacqWF8oqBdaqhaaWcbaGaeGymaeJaemiDaqhabaGaem4yamgaaaaa@3246@ denote the true mean gene expression at time *t *with respect to the initial time point and under condition *c*. The vector *μ*^*c *^= (μ12c,…,μ1Tc)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaadaqadaqaaGGaciab=X7aTnaaDaaaleaacqaIXaqmcqaIYaGmaeaacqWGJbWyaaGccqGGSaalcqWIMaYscqGGSaalcqWF8oqBdaqhaaWcbaGaeGymaeJaemivaqfabaGaem4yamgaaaGccaGLOaGaayzkaaaaaa@3B94@ for all time points *t *is the true temporal profile for a specific gene under the biological condition *c*. This is what we wish to estimate from the available data.

For each gene and under a wide range of circumstances [28], the vector *y*^*c *^of all the log-ratios ytjtkc
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWG5bqEdaqhaaWcbaGaemiDaq3aaSbaaWqaaiabdQgaQbqabaWccqWG0baDdaWgaaadbaGaem4AaSgabeaaaSqaaiabdogaJbaaaaa@35B1@ under condition *c *can be represented in matrix form as

*y*^*c *^= *X μ*^*c *^+ *ε*^*c*^,     (1)

where *X *is the *design matrix *defining the relationship between the values observed in the experiment and the parameters of interest, *μ*^*c *^and *ε*^*c *^is a vector of independent, normally distributed, zero-mean errors with variance σc2
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacqWFdpWCdaqhaaWcbaGaem4yamgabaGaeGOmaidaaaaa@30E4@. This general model is appropriate for any design used in the experiments, whether it is a reference or a loop design, as the information on the design is encoded by the matrix *X *[29]. For the case of a reference design, the log-ratios *y^c ^*will be with respect to a reference sample and similarly the parameters of interest *μ^c^*.

### Polynomial fitting of gene temporal profile

We aim to capture the general temporal behaviour of a gene under a specific condition using a polynomial function of degree *p*. This corresponds to assuming that

μ1tc=α0c+α1ct+…+αpctp.     (2)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacqWF8oqBdaqhaaWcbaGaeGymaeJaemiDaqhabaGaem4yamgaaOGaeyypa0Jae8xSde2aa0baaSqaaiabicdaWaqaaiabdogaJbaakiabgUcaRiab=f7aHnaaDaaaleaacqaIXaqmaeaacqWGJbWyaaGccqWG0baDcqGHRaWkcqWIMaYscqGHRaWkcqWFXoqydaqhaaWcbaGaemiCaahabaGaem4yamgaaOGaemiDaq3aaWbaaSqabeaacqWGWbaCaaGccqGGUaGlcaWLjaGaaCzcamaabmaabaGaeGOmaidacaGLOaGaayzkaaaaaa@4CEA@

In matrix form, for all time points *t*, this can be written as

*μ*^*c *^= *A α*^*c*^,

where αc=(α0c,…,αpc)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacqWFXoqydaahaaWcbeqaaGqaciab+ngaJbaakiabg2da9maabmaabaGae8xSde2aa0baaSqaaiabicdaWaqaaiabdogaJbaakiabcYcaSiablAciljabcYcaSiab=f7aHnaaDaaaleaacqWGWbaCaeaacqWGJbWyaaaakiaawIcacaGLPaaaaaa@3DE6@ and *A *is the matrix of time entries. This combined to equation (1) leads to the final formula

*y*^*c *^= *X Aα*^*c *^+ *ε*^*c*^.     (3)

From the theory of linear models, the maximum likelihood estimate of *α*^*c *^from the model (3) is given by

α^c=(X˜tX˜)−1X˜tyc,
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFXoqygaqcamaaCaaaleqabaGaem4yamgaaOGaeyypa0ZaaeWaaeaacuWGybawgaacamaaCaaaleqabaGaemiDaqhaaOGafmiwaGLbaGaaaiaawIcacaGLPaaadaahaaWcbeqaaiabgkHiTiabigdaXaaakiqbdIfayzaaiaWaaWbaaSqabeaacqWG0baDaaGccqWG5bqEdaahaaWcbeqaaiabdogaJbaakiabcYcaSaaa@3F94@

where X˜
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacuWGybawgaacaaaa@2DF4@ = *X A*.

### Temporal hotelling *T*^2^-test for two conditions

The aim of the analysis is to detect genes for which the temporal profiles across the different biological conditions are significantly different to each other. To do so, we look for significant differences between the parameters of the estimated polynomials, the α^c
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFXoqygaqcamaaCaaaleqabaGaem4yamgaaaaa@2FDE@, where *c *= 1,...,*K *and *K *is the number of experimental groups.

We first consider the case where *K *= 2. This is the most occurring case in the literature, where one aims at detecting differences between a control group and a treated group over time. We use a Hotelling *T*^2^-test to detect significant differences between the parameters α^1
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFXoqygaqcamaaCaaaleqabaGaeGymaedaaaaa@2F7F@ and α^2
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFXoqygaqcamaaCaaaleqabaGaeGOmaidaaaaa@2F81@. This is equivalent to testing whether the parameter β^=α^1−α^2
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFYoGygaqcaiabg2da9iqb=f7aHzaajaWaaWbaaSqabeaacqaIXaqmaaGccqGHsislcuWFXoqygaqcamaaCaaaleqabaGaeGOmaidaaaaa@35F1@ is significantly different from zero. The distribution of this estimate can be derived under our model assumptions. From Equation (3), it follows that α^c~N(αc,(X˜tX˜)−1σc2)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFXoqygaqcamaaCaaaleqabaGaem4yamgaaOGaeiOFa4NaemOta4KaeiikaGIae8xSde2aaWbaaSqabeaacqWGJbWyaaGccqGGSaalcqGGOaakcuWGybawgaacamaaCaaaleqabaGaemiDaqhaaOGafmiwaGLbaGaacqGGPaqkdaahaaWcbeqaaiabgkHiTiabigdaXaaakiab=n8aZnaaDaaaleaacqWGJbWyaeaacqaIYaGmaaGccqGGPaqkaaa@4477@. Assuming independence between the parameters *α*^*c *^for different conditions, it follows that the estimate β^
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFYoGygaqcaaaa@2E64@ is distributed according to β^
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFYoGygaqcaaaa@2E64@ ~ *N*(*β*, Σ), where ∑=(X˜tX˜)−1σ12+(X˜tX˜)−1σ22
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqGHris5cqGH9aqpcqGGOaakcuWGybawgaacamaaCaaaleqabaGaemiDaqhaaOGafmiwaGLbaGaacqGGPaqkdaahaaWcbeqaaiabgkHiTiabigdaXaaaiiGakiab=n8aZnaaDaaaleaacqaIXaqmaeaacqaIYaGmaaGccqGHRaWkcqGGOaakcuWGybawgaacamaaCaaaleqabaGaemiDaqhaaOGafmiwaGLbaGaacqGGPaqkdaahaaWcbeqaaiabgkHiTiabigdaXaaakiab=n8aZnaaDaaaleaacqaIYaGmaeaacqaIYaGmaaaaaa@47E6@ is the covariance matrix of the vector *β*.

The Hotelling test is then based on the statistic T2=β^tS−1β^
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGubavdaahaaWcbeqaaiabikdaYaaakiabg2da9GGaciqb=j7aIzaajaWaaWbaaSqabeaacqWG0baDaaGccqWGtbWudaahaaWcbeqaaiabgkHiTiabigdaXaaakiqb=j7aIzaajaaaaa@385B@, with *S *the estimated covariance matrix. Under the null hypothesis of *β *being zero, it follows that

T2p+1~Fp+1,n−2(p+1),
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaadaWcaaqaaiabdsfaunaaCaaaleqabaGaeGOmaidaaaGcbaGaemiCaaNaey4kaSIaeGymaedaaiabc6ha+jabdAeagnaaBaaaleaacqWGWbaCcqGHRaWkcqaIXaqmcqGGSaalcqWGUbGBcqGHsislcqaIYaGmcqGGOaakcqWGWbaCcqGHRaWkcqaIXaqmcqGGPaqkaeqaaOGaeiilaWcaaa@424C@

where *p+*1 is the number of parameters in the test, with *p *the degree of the polynomial, and *n *is the number of observations.

### Extension to any number of conditions

The statistical test described in the previous section can be easily extended to the more general case where we wish to compare more than two biological conditions over time. The simplest extension is to perform the same test for any pair of biological conditions. The results of the various pairwise tests can be used to detect, for example, potential biomarkers, by looking at genes with significant *P*-values of one strain compared to all the others. If one is interested in identifying one single list of differentially expressed genes across the conditions, then a simultaneous test is more suited.

To perform a simultaneous test, it is sufficient to test whether the vector of parameters β^=(β^1,…,β^K−1)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFYoGygaqcaiabg2da9iabcIcaOiqb=j7aIzaajaWaaSbaaSqaaiabigdaXaqabaGccqGGSaalcqWIMaYscqGGSaalcuWFYoGygaqcamaaBaaaleaacqWGlbWscqGHsislcqaIXaqmaeqaaOGaeiykaKcaaa@3BAE@, with β^j=α^1−α^j+1
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFYoGygaqcamaaBaaaleaacqWGQbGAaeqaaOGaeyypa0Jaf8xSdeMbaKaadaahaaWcbeqaaiabigdaXaaakiabgkHiTiqb=f7aHzaajaWaaWbaaSqabeaacqWGQbGAcqGHRaWkcqaIXaqmaaaaaa@39C1@, is significantly different from zero. If under the null hypothesis α^1−α^j
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFXoqygaqcamaaCaaaleqabaGaeGymaedaaOGaeyOeI0Iaf8xSdeMbaKaadaahaaWcbeqaaiabdQgaQbaaaaa@33AA@ and α^1−α^k
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFXoqygaqcamaaCaaaleqabaGaeGymaedaaOGaeyOeI0Iaf8xSdeMbaKaadaahaaWcbeqaaiabdUgaRbaaaaa@33AC@ are equal to zero, then it follows that α^j−α^k
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFXoqygaqcamaaCaaaleqabaGaemOAaOgaaOGaeyOeI0Iaf8xSdeMbaKaadaahaaWcbeqaaiabdUgaRbaaaaa@3419@ must be equal to zero too. All one needs to perform the test is to estimate the covariance Σ of the vector β^
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFYoGygaqcaaaa@2E64@. This can be obtained by considering that var⁡(β^j)=var⁡(α^1)+var⁡(α^j+1)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacyGG2bGDcqGGHbqycqGGYbGCdaqadaqaaGGaciqb=j7aIzaajaWaaSbaaSqaaiabdQgaQbqabaaakiaawIcacaGLPaaacqGH9aqpcyGG2bGDcqGGHbqycqGGYbGCdaqadaqaaiqb=f7aHzaajaWaaWbaaSqabeaacqaIXaqmaaaakiaawIcacaGLPaaacqGHRaWkcyGG2bGDcqGGHbqycqGGYbGCdaqadaqaaiqb=f7aHzaajaWaaWbaaSqabeaacqWGQbGAcqGHRaWkcqaIXaqmaaaakiaawIcacaGLPaaaaaa@4ADF@ and cov⁡(β^j,β^k)=var⁡(α^1)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacyGGJbWycqGGVbWBcqGG2bGDdaqadaqaaGGaciqb=j7aIzaajaWaaSbaaSqaaiabdQgaQbqabaGccqGGSaalcuWFYoGygaqcamaaBaaaleaacqWGRbWAaeqaaaGccaGLOaGaayzkaaGaeyypa0JagiODayNaeiyyaeMaeiOCai3aaeWaaeaacuWFXoqygaqcamaaCaaaleqabaGaeGymaedaaaGccaGLOaGaayzkaaaaaa@4357@, again assuming independence between different conditions.

Using the same statistic described in the previous section, it follows that under the null hypothesis of *β *being zero

T2(K−1)(p+1)~F(K−1)(p+1),n−K(p+1),     (4)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaadaWcaaqaaiabdsfaunaaCaaaleqabaGaeGOmaidaaaGcbaWaaeWaaeaacqWGlbWscqGHsislcqaIXaqmaiaawIcacaGLPaaadaqadaqaaiabdchaWjabgUcaRiabigdaXaGaayjkaiaawMcaaaaacqGG+bGFcqWGgbGrdaWgaaWcbaGaeiikaGIaem4saSKaeyOeI0IaeGymaeJaeiykaKIaeiikaGIaemiCaaNaey4kaSIaeGymaeJaeiykaKIaeiilaWIaemOBa4MaeyOeI0Iaem4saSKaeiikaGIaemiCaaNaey4kaSIaeGymaeJaeiykaKcabeaakiabcYcaSiaaxMaacaWLjaWaaeWaaeaacqaI0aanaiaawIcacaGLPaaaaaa@52AA@

where (*K *- 1)(*p *+ 1) is the number of parameters in the test, with *p *the degree of the polynomial and K the number of conditions, and *n *is the total number of observations.

One can derive a similar test to (4) without taking temporal ordering into account. Rather than comparing the coefficients of the quadratic polynomials, the α^c
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWFXoqygaqcamaaCaaaleqabaGaem4yamgaaaaa@2FDE@ in equation (2), the test will now look for differences between the gene expression parameters in the log-ratios equation, the μ^c
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaaiiGacuWF8oqBgaqcamaaCaaaleqabaGaem4yamgaaaaa@2FF5@ in equation (1), one for each time point. This means that in equation (4), (*p *+ 1) should now be replaced by the number of time points.

The P-values from all the tests were Benjamini-Hochberg corrected for multiple testing using the multtest package in R.

### Microarray data on muscular dystrophy

Four different mouse strains were included in the study: wild-type controls (C57Bl/10ScSnOlaHsd), dystrophin-deficient mdx (C57Bl/10ScSn ^mdx/J^), beta-sarcoglyan-deficient mice [13] and gamma-sarcoglycan-deficient mice [12]. Animals were sacrificed at the ages of 1, 2.5, 4, 6, 8, 10, 12, 14 and 20 weeks (2 individuals per time point per strain) and RNA was isolated from the quadriceps muscle of these mice. cRNA was prepared by linear amplification and concurrent incorporation of amino-allyl UTP, followed by chemical coupling to monoreactive Cy3 or Cy5 dyes [30]. Labelled targets (1.5 μg cRNA per target) were hybridised to murine oligonucleotide microarrays (65-mer with 5'-hexylaminolinker, Sigma-Genosys mouse 7.5K oligonucleotide library, printed in duplicate).

Prior to the analysis, the microarray data are normalised to account for spatial, dye and across-array effects, using the all.norm function in the smida R package [28,31]. The normalised data are summarised by taking the log-ratios between the two channels on the same array. Microarray data have been submitted to the Gene Expression Omnibus database [32] under series GSE1574 and GSE3523.

### Quantitative PCR experiments

Quantitative RT-PCR was performed as described in [14]. Gene expression levels were calculated using the gene expression macro provided by Bio-Rad (Bio-Rad, Hercules, CA), normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH, stable expression in all samples) expression levels, and expressed as log-ratio with respect to time point 1, as was done for the microarrays. Primer sequences are available on request.

## Authors' contributions

V.V. developed the statistical test, wrote the R code and drafted the manuscript. X.L. assisted with the development of the general methodology and of the manuscript. R.T. and E.M. performed the experimental work. P.H. assisted in the biological interpretation of the data and drafted the manuscript. All authors read and approved the final manuscript.

## Figures and Tables

**Figure 1:**
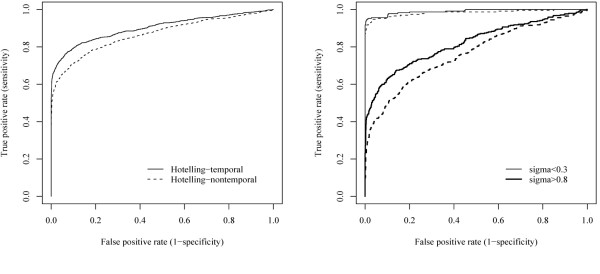
**Simulation study**. ROC curves comparing the temporal Hotelling (solid line) and the non-temporal Hotelling (dotted line) test. The temporal test outperforms the non-temporal one, especially at increasing levels of noise (bold line, right panel).

**Figure 2:**
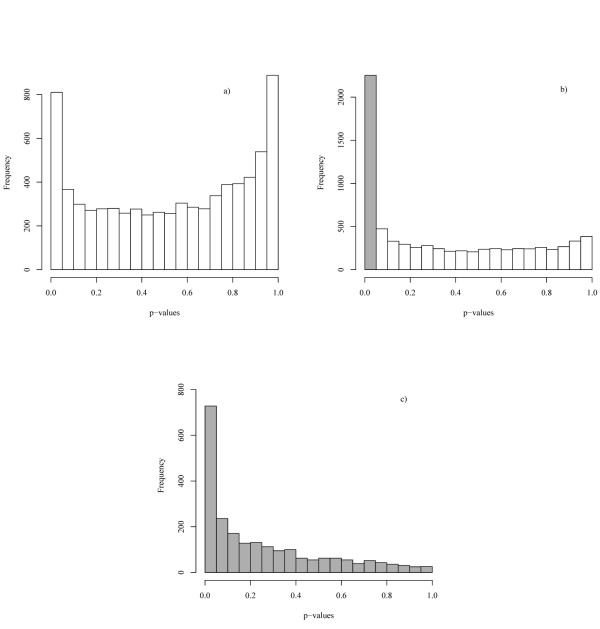
**Distribution of *P*-values**. *P*-value distribution: a) for temporal Hotelling test with polynomial of second degree, b) for non-temporal Hotelling test, c) for the temporal Hotelling test only for genes significant at the 5% confidence level according to the non-temporal test (shaded in grey).

**Figure 3:**
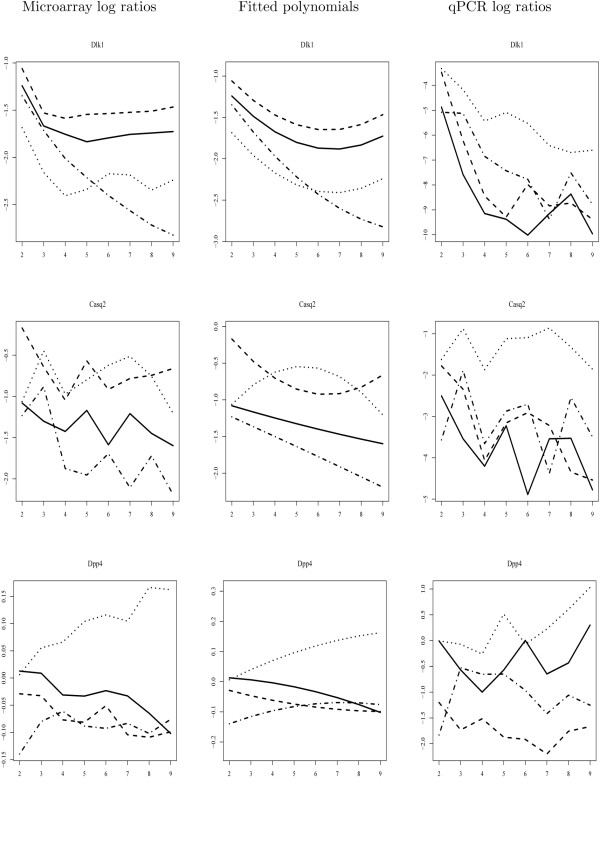
**Validation of the temporal Hotelling *T*^2 ^-test with quantitative PCR experiments (1)**.The expression patterns of *Dlk1 *and *Casq2 *(significant in both temporal and non-temporal tests), and *Dpp4 *(significant in temporal but not in non-temporal test), as determined by microarray and qPCR assays, are plotted. The left panel shows the log-ratios with respect to time point 1 estimated from the microarray data; the middle panel shows the fitted second order polynomials; the right panel shows the log-ratios determined by quantitative PCR, as an independent confirmation method for the microarray data. X-axis represents time points. Solid lines represent WT mice; dashed lines MDX mice; dotted lines BSG mice; dashed line interrupted with dots GSG mice.

**Figure 4:**
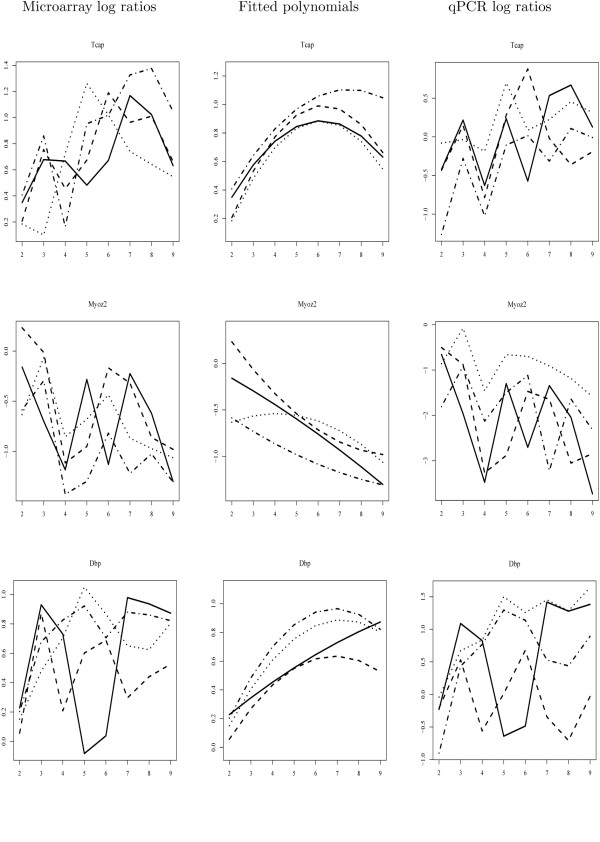
**Validation of the temporal Hotelling *T*^2^-test with quantitative PCR experiments (2)**. The expression patterns of *Tcap *and *Myoz2 *(significant in non-temporal but not in temporal test), and *Dbp *(significant in non-temporal test and temporal test with higher order polynomials), as determined by microarray and qPCR assays, are plotted. The left panel shows the log-ratios with respect to time point 1 estimated from the microarray data; the middle panel shows the fitted second order polynomials; the right panel shows the log-ratios determined by quantitative PCR, as an independent confirmation method for the microarray data. X-axis represents time points. Solid lines represent WT mice; dashed lines MDX mice; dotted lines BSG mice; dashed line interrupted with dots GSG mice.

**Table 1:** Biomarker genes for the different muscular dystrophies. Biomarker genes selected at the 5% confidence level from temporal Hotelling pairwise tests, whereby each strain of muscular dystrophy is tested for significant differences with each of the other strains.

Strain	GenBank Accession	*P*-values						Symbol
			
		MDX vs WT	MDX vs BSG	MDX vs GSG	BSG vs WT	GSG vs WT	BSG vs GSG	
MDX	NM_008322	5.12E-06	2.56E-04	3.45E-05	4.52E-01	5.80E-01	7.19E-01	Idh2
	AF192382	1.05E-02	2.20E-03	5.09E-09	6.03E-01	1.30E-03	1.55E-01	Prnd
	NM_016861	3.27E-06	2.56E-04	2.63E-04	6.78E-01	7.60E-01	8.18E-01	Pdliml
	Y13832	3.57E-02	3.02E-02	2.91E-06	2.90E-01	1.79E-05	2.85E-01	Gtl2
	AJ277114	1.63E-03	2.68E-03	2.91E-06	2.30E-01	1.36E-02	5.12E-01	Maged2
	NM_008517	2.58E-04	4.91E-04	3.95E-03	7.06E-01	9.17E-01	3.90E-01	Lta4h
	NM_021467	3.87E-03	2.88E-02	2.49E-02	1.74E-01	8.79E-01	6.31E-01	Tnnil
	NM_011812	3.00E-02	2.66E-02	7.89E-04	9.97E-01	9.98E-01	l.OOE+00	FblnS

BSG	NM_019446	8.24E-01	5.63E-03	7.65E-01	4.15E-02	8.54E-01	2.06E-02	Barhll
	NM_010902	4.65E-01	1.68E-02	6.75E-01	2.19E-03	4.25E-01	6.89E-03	Nfe212
	NM_009536	5.30E-01	2.76E-03	6.46E-01	5.09E-03	9.70E-01	2.06E-02	Ywhae
	NM_020329	7.23E-01	3.02E-02	7.86E-01	3.51E-03	7.98E-01	2.96E-02	Dolppl
	NM_010074	9.57E-01	2.92E-02	4.37E-01	3.04E-02	3.45E-01	3.19E-02	D_pp_4
	NM_016755	9.71E-01	4.26E-02	9.39E-01	4.50E-02	9.83E-01	3.41E-02	Atp5j
	NM_021291	5.10E-01	4.25E-02	6.93E-01	3.25E-02	9.54E-01	4.74E-02	Slc7a9
	J03783	8.29E-01	4.43E-02	9.67E-01	4.53E-02	7.68E-01	2.92E-02	116

GSG	NM.009538	3.72E-01	7.22E-01	2.75E-12	1.67E-01	< 1.00E-12	2.06E-02	Plagll
	NM_015784	9.26E-01	6.22E-02	3.06E-09	l.OOE-02	5.71E-09	3.38E-02	Postn
	NM_016762	7.33E-02	9.23E-01	4.18E-10	7.13E-01	8.45E-04	2.21E-03	Matn2
	M94308	6.28E-01	1.49E-01	1.97E-06	3.32E-01	4.69E-07	4.18E-06	Unknown
	M15442	9.35E-01	8.40E-01	9.02E-07	4.77E-01	2.52E-05	2.90E-03	Plpl
	NM_009079	9.10E-02	8.54E-01	1.30E-05	6.10E-01	4.80E-02	5.89E-03	Rpl22
	AB020886	5.50E-01	8.89E-01	3.10E-04	4.31E-01	1.68E-02	3.38E-02	Akapl2
	NM_007429	5.86E-01	9.90E-01	2.42E-02	7.02E-01	4.75E-04	1.82E-02	Agtr2
	NM_008252	6.77E-01	3.70E-01	8.78E-03	3.31E-01	1.04E-02	2.90E-03	Hmgb2
	AL391037	9.52E-01	9.91E-01	2.92E-02	9.14E-01	2.47E-02	4.23E-02	Palmd

How the deposited data were processed for this re-analysis (not part of the article)

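Gene expression was measured in quadriceps muscle of the sarcoglycan-deficient BSG and GSG mice at 9 ages from 1 to 20 weeks. RNA of 36 mice, 2 per age and strain, was amplified, labelled with Cy3 or Cy5 and hybridised on 36 dual-channel arrays in 4 closed loops, 2 per strain. By the paper's statement, each loop holds 9 mice of different ages. WT and MDX arrays and the qPCR assays are not analysed here. The arrays carry a 65-mer mouse library printed in duplicate.

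The authors scanned the arrays with GenePix, removed spatial, dye and across-array effects with all.norm of the smida R package and took log ratios of the channels. The paper's text gives neither the base of the logarithm nor the direction of the deposited ratios. They were taken by the authors' design as the later over the earlier age on each array, except for the array that closes each loop, and as log2, since the values reach -12.0 and 11.5, which as natural logarithms would exceed the ratio that a scanner can give. The direction is likely. With it *Dlk1* falls after 1 week, as the paper states for its arrays and qPCR, and 24 of 24 log ratios read from Figures 3 and 4 have the paper's sign. It was also checked on 16 genes of newborn muscle, of which 4 fell in BSG and 6 in GSG between 1 and 20 weeks (5 fell in BSG, and 9 fell and 1 rose in GSG, when adjusted over the list alone). With 1 loop left out, 1 to 3 fell in BSG and 3 to 5 in GSG. Camera ranked that list down in BSG (adjusted p = 7.86e-06, or 0.0399 with an estimated correlation) and GSG (adjusted p = 2.99e-05, or 0.0418 with an estimated correlation). The array medians lie between -0.06 and 0.06, and 0 values are missing, so no filter was applied and no further normalization was made. The 2 spots of an oligonucleotide were averaged. Of 8129 oligonucleotides, 6752 have 1 gene symbol, 7 have several and 1370 have none.

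Each strain was fitted with 8 expression parameters, the 8 later ages relative to 1 week. The Hotelling tests of the paper for a pair of conditions were written in R (version 4.3.3) from its equations, with the variance estimated per strain: the temporal test with a polynomial of degree 2 in the time point number, the same test with degree 4, and the non-temporal test. The non-temporal test compares the 8 parameters, with 8 and 20 degrees of freedom, whereas the paper's formula counts all 9 time points. The paper does not name the degree of its higher polynomials. Age contrasts, the strain difference in the change from 1 to 20 weeks and the quadratic coefficients were tested with limma (version 3.58.1; lmFit and eBayes over all 36 arrays, which share 1 estimate of the spread per oligonucleotide). Benjamini-Hochberg adjustment was made over 8129 oligonucleotides at a threshold of 0.05. Figures were drawn with Python (version 3.11.15) and matplotlib (version 3.10.9).

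There were 31 gene lists, tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with adjustment over the 31 lists. A gene with several oligonucleotides entered by the one with the largest mean absolute log ratio. In 5 of the lists the genes are those of the paper: the inflammation genes, the MDX, BSG and GSG genes of Table 1, and the genes of Figures 3 and 4 with their partners. The others, written from general knowledge, cover immune cells, chemokines, antigen presentation, complement, interferon response, extracellular matrix, regeneration, cell cycle, energy metabolism, fibre types, calcium handling, the dystrophin-associated complex, imprinted genes, the circadian clock, blood, adipose tissue, vessels, nerve, stress, ribosomal proteins, proteasome and newborn muscle. The lists, tests, alternatives and the rule for naming genes were fixed before the data were examined, although the values in the paper's tables had been read. The rule names every gene of the paper that is measured, up to 12 genes per direction with the largest mean change among those called in both strains in the same direction, and up to 4 members with the smallest adjusted p per list. By it 5 genes with higher and 12 with lower values at 20 weeks are named. It also provides for genes called by the temporal test and between 8 and 20 weeks, of which there were 0.

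Alternatives were: limma's moderated F test, 1 value per animal, age in weeks, polynomials of other degrees or through all 9 time points, a dye term, median-centred or scaled arrays, leaving out each loop, duplicate spots as separate observations or with duplicateCorrelation, loops as a random block, and least squares without moderation. Chosen after seeing the data were the first or second spots alone, the arrays with duplicate spots correlating below 0.3 left out, and oligonucleotides with 1 gene symbol only. Where a loop is left out, the Hotelling tests pool the spread over the strains, because the lone loop of a strain is then assumed to vary like the others.

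The tests were tried on simulated data with the same layout of arrays and 8129 genes, of which 100 were changed at each log ratio. At a log ratio of 1, the temporal test called 45 of them, the non-temporal test 27 and the contrast of 20 weeks with 1 week in BSG 74. At a log ratio of 2 they called 93, 83 and 99. False calls were 10, 10 and 15, not counted apart for the log ratios. The precision of all values is limited by the number of arrays.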

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

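The simulations without differences between the strains and the test of the clock genes were chosen after the results were seen, while the splits of the loops were set before.

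Among the 9 arrays of GSG loop 2, the array with the lowest correlation of duplicate spots, 0.230, lay far from the others by Dixon's test. Chance would do this in about 1 in 20 groups of arrays.

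For 7 gene lists, camera called the difference between BSG and GSG in the change from 1 to 20 weeks, given as the median log ratio of BSG minus GSG. It was -0.74 for the 11 inflammation genes of the paper (adjusted p = 0.00314), 1.44 for the GSG genes of Table 1 (7.38e-11), 0.20 for extracellular matrix (0.00736), -0.38 for oxidative phosphorylation (0.0215), -0.33 for glycolysis (0.0105), 0.35 for the circadian clock (0.00736) and -0.30 for ribosomal proteins (0.0127). With an estimated correlation only the call of the GSG genes of Table 1 held, and the adjusted p of the clock was 0.132. The study chose the inflammation and Table 1 genes on these samples among others, so these are not independent evidence. Among genes changed between 1 and 20 weeks in both strains, 33 are not named in the paper.

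The count of oligonucleotides with a temporal difference between BSG and GSG depended on what was taken as the unit of observation: 0 with arrays, 57 with duplicate spots as separate observations and 261 with 1 value per animal. In 20 simulated data sets without any difference, the median count was 0 with arrays, 60 with separate spots (at most 81) and 775.5 with 1 value per animal (at most 828). Error shared by duplicate spots, whose residuals correlated by 0.387, and array error carried over the mice of a loop are therefore candidate explanations for the higher counts. The simulation is not a close copy of the spots, since it gave a median of 681.5 non-temporal calls where 52 were seen. A biological difference between the strains was not excluded and stays open.

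The 4 loops can be split into 2 and 2 in 3 ways, too few for a share under 0.05. The temporal, non-temporal and degree 4 tests called 0 in the real split and at most 0 in the others (in all 3 as many), and a count of 0 can show nothing here. The strain difference in the change from 1 to 20 weeks gave 0 calls in the real split and at most 1 in the others. With separate spots the real split gave 57 and the highest other 36, so that 1 split, the real one, gave as many. With 1 value per animal the real split gave 261 and the split of the first against the second loops of the strains 1502. By this measure alone, a structure of the samples by loop is possible. The simulated counts are no measure of what to find without one, since the real split and the remaining one, with 421, lie below the lowest of them, 673. The same split gave 0 with arrays and 36 with separate spots, and the cause of such a structure was not tested and stays open.

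For the circadian clock, a different time of day of collection in the strains was weighed as an explanation of the difference. It would move *Arntl*, *Clock* and *Npas2* opposite to the *Dbp*, *Per*, *Nr1d* and *Tef* genes. Their mean difference between the strains was 0.49 ± 0.16 (standard error) and that of the 7 other genes 0.33 ± 0.11, in the same direction, which counts against a single shift in time of day as the whole explanation of the strain difference. Within GSG, however, the first group had -0.34 ± 0.11 at 20 weeks against 1 week and the second 0.21 ± 0.08, opposite as a change in time of day between these ages would make them, while in BSG they had 0.14 ± 0.11 and 0.54 ± 0.08. A part of time of day in the changes with age therefore stays open. Shifts at more than one age, since the paper states that the time varied with strain and age, were not tested. Another technical origin and a difference between the strains stay open, as untested.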

How the results depend on the processing

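The settings with the first or second spots alone, without the arrays of discordant duplicate spots and with 1 gene symbol only were chosen after seeing the data. The main counts were 0 for the temporal, non-temporal and degree 4 tests, the strain difference and both contrasts of 8 with 20 weeks, 104 in BSG and 304 in GSG for 20 weeks against 1 week, 327 quadratic coefficients and 62 calls of gene lists. With 1 value per animal they were 261 temporal, 1 non-temporal, 16 in BSG and 145 in GSG. A polynomial of degree 1 gave 1 temporal call, and a polynomial through all 9 time points 170 quadratic coefficients. A dye term gave 220 in BSG and 459 in GSG, and scaled arrays 9 and 93. Duplicate spots as separate observations gave 57 temporal, 52 non-temporal and 22 calls with degree 4, and duplicateCorrelation of the spots 373 in BSG (177 higher), 471 in GSG and 37 strain differences. Least squares without moderation gave 69 in BSG. The first spots alone gave 47 and 153, and the second spots alone 42 in BSG and 4 strain differences. Without the discordant arrays, 7 and 181 were called, and 1 between 8 and 20 weeks in GSG. An estimated correlation in camera left 19 calls of gene lists. For these changes the cause was not tested, except for the simulations given above. Leaving out 1 loop at a time gave 2 to 75 temporal calls, 0 to 11 non-temporal, 0 to 14 with degree 4, 1 to 266 in BSG (184 of the 266 higher), 83 to 387 in GSG, 0 to 0 and 0 to 11 between 8 and 20 weeks in BSG and GSG, 0 to 127 strain differences and 140 to 687 quadratic coefficients. Limma's F test, age in weeks, degree 3 and median-centred arrays kept every one of these counts that they were run on within 1.5 times.

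With the loops as a replicate block (correlation within loops 0.107), 190 oligonucleotides were called in BSG and 464 in GSG. No paired analysis was possible because the numbers of the loops do not pair mice of different strains.

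For the 17 genes named as changed in both strains, 368 of 476 values under the alternatives stayed past the threshold in the same direction, 108 no longer passed it and 0 reversed. Of these 108, 16 arose without BSG loop 1, 15 without GSG loop 1, 16 without GSG loop 2, 15 without the discordant arrays, 12 with scaled arrays and 11 with 1 value per animal. For the 40 genes of the paper in the temporal test, 629 of 640 values stayed above the threshold and 11 passed it, 7 of them with separate spots. Fits that allow missing values were not run, since 0 values are missing. Signal over background was not used here, so its limit is unknown.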

Differences from the paper's values

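The alternatives of the first spots alone, the second spots alone and the discordant arrays left out were chosen after seeing the values, and none of them closes a gap in Table 1 below. All values of Table 1 given here are adjusted p of the temporal test of BSG against GSG. Of 22 measured genes of that table, 20 differ by more than 1.5 times from the paper's value, and *Idh2* and *Pdlim1* do not. *Fbln5*, whose value is printed unclearly in the copy of the paper used, is measured too, with 1.00 here, and is not counted among the 22.

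For genes listed for MDX, the paper's value is 0.285 for *Meg3*, 0.512 for *Maged2*, 0.390 for *Lta4h* and 0.631 for *Tnni1*, and the value here is 1.00 for each. Of the alternatives set before the data were examined, 1 value per animal gave 0.237 for *Meg3*, and *Tnni1* had 0.809 without BSG loop 2 and 0.706 with duplicate spots as separate observations, which no longer differ. For *Maged2* and *Lta4h* every alternative differs.

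For genes listed for BSG, the paper's value is 0.0206 for *Barhl1*, 0.00689 for *Nfe2l2*, 0.0206 for *Ywhae*, 0.0296 for *Dolpp1*, 0.0341 for *Atp5j* and 0.0474 for *Slc7a9*, and the value here is 1.00 for each. The paper's value is 0.0319 for *Dpp4*, against 0.989 here, and 0.0292 for *Il6*, against 0.996. For *Il6*, 0.0394 without BSG loop 2 and 0.0331 with separate spots no longer differ. For the 7 others every alternative differs.

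For genes listed for GSG, the paper's value is 0.0206 for *Plagl1*, against 0.996 here, 0.0338 for *Postn*, against 1.00, 0.00221 for *Matn2*, against 0.989, 0.00589 for *Rpl22*, against 1.00, 0.0338 for *Akap12*, against 0.989, 0.0182 for *Agtr2*, against 0.402, 0.00290 for *Hmgb2*, against 0.989, and 0.0423 for *Palmd*, against 0.989. With separate spots, *Plagl1* had 0.0278, *Postn* 0.0387 and *Akap12* 0.0232, which no longer differ. Also called, but still more than 1.5 times from the paper's value, were *Matn2* with 0.0267, *Hmgb2* with 0.00973 and *Agtr2* with 0.00257 with separate spots, *Agtr2* with 0.0452 with 1 value per animal and 8.63e-04 without GSG loop 1, and *Plagl1* with 0.0401 without BSG loop 2. The other alternatives differ for these genes, and every alternative differs for *Rpl22* and *Palmd*.

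A log ratio read from a figure counts as differing where its sign differs or where it lies further from the value here than the standard error of that value. Of 24 log ratios against time point 1 in Figures 3 and 4, 6 differ. In Fig. 3, read by eye, the paper's value for *Dlk1* at time point 9 is about -2.2 in BSG, against -3.05 here, and about -2.8 in GSG, against -3.54. The paper's value for *Casq2* at time point 9 in BSG is about -1.2 in Fig. 3, read by eye, against -1.58. For *Dpp4* in Fig. 3, read by eye, the paper's values are about 0.16 at time point 9 in BSG, against 0.55, about -0.14 at time point 2 in GSG, against -0.67, and about -0.10 at time point 9 in GSG, against -0.53.

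With arrays scaled to the same spread, *Dlk1* had -2.33 in BSG and -2.82 in GSG, *Casq2* -1.22 in BSG and *Dpp4* 0.34 at time point 9 in BSG, which no longer differ, while *Casq2* in GSG then differs, with -1.76, and so does *Dlk1* at time point 2 in GSG, with -1.06 against about -1.3 in Fig. 3, read by eye. Without BSG loop 1, *Casq2* in BSG had -1.49 and *Dpp4* at time point 9 in BSG 0.13, and without GSG loop 1 *Dpp4* at time point 2 in GSG had -0.41, which no longer differ. The value of *Dpp4* at time point 9 in GSG differs under every alternative. A change to natural logarithms, weighed after seeing the values, would bring *Dlk1* at time point 9 in BSG to -2.11, and neither it nor *Casq2* at that point in BSG would differ. On that scale, however, 12 of the 24 values differ, among them *Dlk1* at time point 9 in GSG with -2.46, so the series is not matched by it. Over all 24 values, 4 differ with scaled arrays, 6 with a dye term or median-centred arrays, and 7, 10, 9 and 7 without BSG loop 1, BSG loop 2, GSG loop 1 and GSG loop 2.

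The paper states that the genes of Table 1 pass at the 5% level in the comparisons of their strain with each other strain. Here 0 of 16 measured BSG and GSG genes pass between BSG and GSG in the temporal test or limma's F test, and 10 have an unadjusted p under 0.05. With duplicate spots as separate observations 7 of the 16 pass. For *Atp5j* the paper states a sharp drop in BSG at 6 and 8 weeks. Here the mean of these ages minus that of 4 and 10 weeks is 0.02 ± 0.30 (standard error). For *Fbln5* it states a gradual decrease over time, and the slopes after 2.5 weeks here are -0.032 ± 0.051 in BSG and -0.015 ± 0.051 in GSG, with -0.76 and -1.01 at 20 weeks against 1 week, of which the second passes. For *Tcap* it states a gradual increase in all strains. The slopes after 2.5 weeks are 0.067 ± 0.086 in BSG and 0.116 ± 0.086 in GSG (limma adjusted p = 1.00 for both). At 20 weeks against 1 week, the values are 0.41 ± 0.39 in BSG and 0.96 ± 0.39 in GSG. All have the sign of an increase, so they do not oppose the statement, and none passes. For *Dlk1* it states that the rate of decrease differs between strains, and the slopes of BSG and GSG differ by 0.194 ± 0.074 (adjusted p = 1.00). It states that *Dbp* and *Per1* pass with higher polynomials and in the non-temporal test over all strains, and neither passes here between BSG and GSG. The 11 inflammation genes all have quadratic coefficients below -0.02 in both strains, as the paper's selection requires.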

Other observations

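The tests of the loop means were chosen after the result was seen. Some gene lists that belong to no statement of the paper were followed from 1 to 20 weeks. Of 16 genes of the dystrophin-associated complex, 0 changed in BSG and 2 fell in GSG (1 rose and 4 fell in BSG, and 5 fell in GSG, when adjusted over the list alone). The count of 0 in BSG did not hold without BSG loop 2, where calls went in both directions. In GSG, *Lama2*, a chain of the laminin that the complex binds, fell by 1.19 (limma adjusted p = 0.00485) and *Dag1*, which encodes dystroglycan, by 0.85 (adjusted p = 0.0384). The call of *Lama2* was lost without GSG loop 2 (-0.87) and that of *Dag1* without any one of the 4 loops. Camera called the list down in BSG (adjusted p = 0.0493, or 0.443 with an estimated correlation) and did not call it in GSG (adjusted p = 0.123). Of 36 cell cycle genes, 1 fell in BSG and 4 in GSG, and 0 rose (1 and 5 fell when adjusted over the list alone). Among them *Mcm2*, a replication helicase, had -0.985 in BSG, and *Prim1*, a primase, fell by 1.58 in GSG. These calls were lost without BSG loop 1 for *Mcm2* (-0.74), and without GSG loop 2 (-1.01) or BSG loop 1 for *Prim1*. Fewer cell cycle genes fell in GSG without any one of the loops. The cell cycle list ranked down (adjusted p = 0.00963 and 0.00118), which was lost with an estimated correlation (adjusted p = 0.336 and 0.296), and 6 of the 36 are also among the genes of newborn muscle used to check the direction of the ratios. Of 25 genes of regeneration and myogenesis, 2 fell in each strain (3 and 2 when adjusted over the list alone), and camera called the list down in BSG (adjusted p = 0.0195, or 0.163 with an estimated correlation) and not in GSG (adjusted p = 0.139). Fewer of these 25 fell in BSG without any one of the loops, and in GSG without either GSG loop. Of these 25, 4 are also among the genes of newborn muscle.

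Of 21 interferon response genes, 1 rose in BSG, *Iigp1* with 1.16, and 0 in GSG (6 and 0 when adjusted over the list alone). The call of *Iigp1* was lost without BSG loop 1 (0.77), while 4 genes rose in BSG without BSG loop 2. Camera called the list up (adjusted p = 1.17e-05 and 0.00118), which was lost with an estimated correlation (adjusted p = 0.0554 and 0.144). Of 23 stress and heat shock genes, 1 rose in BSG, the RNA-binding *Zfp36* with 0.92, and 0 in GSG (6 and 0 when adjusted over the list alone), and camera called the list up in BSG (adjusted p = 2.87e-04, or 0.108 with an estimated correlation) and not in GSG (adjusted p = 0.187). The call of *Zfp36* was lost without BSG loop 1 (0.47) or either GSG loop, while 5 genes rose in BSG without BSG loop 2. Of 17 nerve and Schwann cell genes, the myelin gene *Pmp22* fell by 0.84 in BSG and 1.25 in GSG (2 and 1 genes fell when adjusted over the list alone), and camera did not call the list (adjusted p = 0.125 and 0.534). Of 10 blood genes, 0 changed in BSG and 1, *Alas2* of haem synthesis, fell by 0.80 in GSG (1 and 1 when adjusted over the list alone; camera adjusted p = 0.166 and 0.845). The call of *Alas2* was lost without either GSG loop, and the BSG call of *Pmp22* without any one of the loops, while its GSG call held.

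Of 15 adipose genes, 32 ribosomal protein genes and 30 genes of proteasome and atrophy, 0 changed in either strain (when adjusted over the list alone, 1 adipose gene rose in BSG). For the adipose list this did not hold in BSG without BSG loop 2, with a rise, and in GSG without GSG loop 1, with a fall. Camera called the adipose list up in BSG (adjusted p = 0.0296, or 0.132 with an estimated correlation) and the ribosomal list down in BSG (adjusted p = 0.00272, or 0.484 with an estimated correlation). In GSG it called none of the 3 (adjusted p = 0.477, 0.838 and 0.256). There the medians of 0.02, -0.06 and -0.01 took the other sign with arrays scaled to the same spread. The means of the adipose and proteasome lists, -0.01 and 0.01, also had the other sign than their medians, and the ribosomal list, with a negative mean, was given the direction up.

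The sum of the log ratios around a closed loop is 0 without error, so that the mean over the 9 arrays of a loop shows what does not come from the ages. These means correlated across oligonucleotides between each of the 6 pairs of loops, with a lowest correlation of 0.456 and a median of 0.627. Array error that is independent between loops would leave them uncorrelated, so the values argue against it as the whole explanation. A dye effect of each oligonucleotide, alike on all arrays, may explain them. No biological explanation was tested.

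On the 5 arrays of BSG loop 1 whose duplicate spots correlate below 0.3 (median 0.189), the first spots correlated by -0.111 across oligonucleotides with the arrays that compare the same ages elsewhere, and the second spots by 0.280. These are medians over the 5 arrays, which ran from -0.271 to 0.256 for the first spots and from 0.114 to 0.396 for the second spots. The correlation of the loops of a strain, array by array, ran from -0.293, for 10 against 8 weeks in GSG, to 0.472, for 2.5 weeks against 1 week in GSG. These are correlations across genes, which are not independent replicates.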
